# Genome-wide identification of notochord enhancers comprising the regulatory landscape of the brachyury locus in mouse

**DOI:** 10.1242/dev.202111

**Published:** 2023-11-09

**Authors:** Dennis Schifferl, Manuela Scholze-Wittler, Alba Villaronga Luque, Milena Pustet, Lars Wittler, Jesse V. Veenvliet, Frederic Koch, Bernhard G. Herrmann

**Keywords:** Mouse, Embryo, Development, Notochord, Brachyury, Enhancer

## Abstract

The node and notochord are important signaling centers organizing the dorso-ventral patterning of cells arising from neuro-mesodermal progenitors forming the embryonic body anlage. Owing to the scarcity of notochord progenitors and notochord cells, a comprehensive identification of regulatory elements driving notochord-specific gene expression has been lacking. Here, we have used ATAC-seq analysis of FACS-purified notochord cells from Theiler stage 12-13 mouse embryos to identify 8921 putative notochord enhancers. In addition, we established a new model for generating notochord-like cells in culture, and found 3728 of these enhancers occupied by the essential notochord control factors brachyury (T) and/or Foxa2. We describe the regulatory landscape of the *T* locus, comprising ten putative enhancers occupied by these factors, and confirmed the regulatory activity of three of these elements. Moreover, we characterized seven new elements by knockout analysis in embryos and identified one new notochord enhancer, termed *TNE2*. *TNE2* cooperates with *TNE* in the trunk notochord, and is essential for notochord differentiation in the tail. Our data reveal an essential role of Foxa2 in directing T-expressing cells towards the notochord lineage.

## INTRODUCTION

The notochord is a rod-like structure situated below the neural tube and extending all along the trunk and tail of the embryo. As the defining characteristic of chordates, it serves two major functions: to provide structural stability to the developing embryo and to secrete signals for patterning of neighboring tissues (Stemple, 2005). It comprises an epithelium wrapped around a core of vacuolated cells, which makes the structure both solid and laterally flexible. In aquatic animals, these characteristics are essential and allow the embryo to swim. In fact, in some primitive fish the notochord serves as the main axial skeleton. In most chordates and all mammals, however, the notochord is a transient embryonic signaling center, which regresses during fetal development and forms the nucleus pulposus integrated in the intervertebral discs (Choi et al., 2008; McCann et al., 2012).

Adjoining organ anlagen of all three germ layers, the notochord lies ventral to the neuroectoderm, dorsal to the gut endoderm, and is flanked by somitic mesoderm. Patterning of the neural tube via secretion of Hedgehog ligands and Bmp antagonists from the notochord is a well-described signaling function (Briscoe and Ericson, 1999; McMahon et al., 1998). Further, the node induces the left-right axis and the notochord provides signals for patterning the endoderm during organogenesis (Cleaver and Krieg, 2001; Shiratori and Hamada, 2006). In the mesodermal lineage, the notochord is required for somite patterning (Brand-Saberi et al., 1993; Fan and Tessier-Lavigne, 1994), sclerotome induction, vertebral column differentiation and segmentation (Ward et al., 2018).

Axial mesoderm emerges during gastrulation and forms the prechordal plate, the anterior head process, and the node, which gives rise to trunk and tail notochord (Sulik et al., 1994; Tam and Beddington, 1987; Wymeersch et al., 2019; Yamanaka et al., 2007). Morphogenesis of these structures is controlled by a set of developmental transcription factors, in particular Foxa2 and brachyury (T; also known as Tbxt). The endodermal master regulator Foxa2 is essential for notochord specification at all axial levels (Ang and Rossant, 1994; Weinstein et al., 1994). Node formation and specification of trunk and tail notochord is controlled by the pan-mesodermal regulator brachyury in a dosage-dependent manner (Herrmann, 1995; Herrmann et al., 1990; Stott et al., 1993). In addition, the homeobox transcription factor Noto is required for tail notochord and disrupted in the truncate mutant, which displays a shortened tail phenotype (Abdelkhalek et al., 2004; Plouhinec et al., 2004; Zizic Mitrecic et al., 2010). During trunk notochord morphogenesis, Noto functions synergistically with Foxa2, before it becomes essential for tail notochord maintenance (Yamanaka et al., 2007). Of the three transcription factors, Noto is the only factor that is exclusively expressed in axial mesoderm precursors from embryonic day (E) 7.5.

The combined activities of T, Foxa2, Noto and other transcription factors establish the gene regulatory network that governs notochord morphogenesis (Di Gregorio, 2020; Matsumoto et al., 2007; Passamaneck et al., 2009; Song et al., 2023; Yamanaka et al., 2007). So far, few notochord enhancers have been identified in mice, including *TNE*, *Foxa2 NE*, *NOCE* and *Sfpe2* at the *T*, *Foxa2*, *Noto* and *Shh* loci respectively (Alten et al., 2012; Jeong and Epstein, 2003; Nishizaki et al., 2001; Schifferl et al., 2021). We hypothesized that, in addition to *TNE*, which is active during trunk notochord specification and essential for tail development, a second enhancer compensating for its loss must be located upstream of the *T* gene (Schifferl et al., 2021). Enhancers can be predicted by assessing chromatin accessibility, indicative histone modifications and transcription factor binding (Heintzman et al., 2007; Rada-Iglesias et al., 2011; Visel et al., 2009). Previous studies on notochord enhancers were limited owing to the small number of cells available from embryonic material and the restricted accessibility of axial mesoderm (Tamplin et al., 2011).

In this study, we present a comprehensive and integrated approach utilizing assay for transposase-accessible chromatin with sequencing (ATAC-seq), chromatin immunoprecipitation with sequencing (ChIP-seq) and transcriptome profiling to identify notochord enhancers throughout the genome and their corresponding target genes. We elucidate the cis-regulatory landscape of the *T* locus comprising multiple enhancers, and identify crucial enhancers required for *T* expression in the notochord and essential for notochord formation and differentiation.

## RESULTS AND DISCUSSION

### Genome-wide identification of notochord-specific enhancers bound by T and/or Foxa2

The notochord is characterized by co-expression of brachyury and Foxa2, which are also expressed in neuro-mesodermal progenitors (NMPs) and mesoderm or endoderm, respectively. Noto, by contrast, is notochord specific. To characterize the enhancer landscape of the notochord, we engineered a Noto::H2B-mCherry/T::Venus/Foxa2::mTurquoise triple reporter mouse embryonic stem cell (mESC) line allowing the isolation of putative notochord (Noto^+^/T^+^/Foxa2^+^) progenitor cells (NotoPs; Fig. 1A). The reporter line was used for the generation of embryos by diploid morula aggregation (Fig. 1B). The caudal ends of E8.5 and E9.5 embryos were dissected at the somite border, and Noto^mC+^/T^Ve+^/Foxa2^mT+^ cells were purified by fluorescence-activated cell sorting (FACS) (Fig. 1C). For comparison, we also purified trunk notochord (Fig. S1A) and paraxial mesoderm progenitors (MPs; T^Ve+^/Noto^mC−^/Foxa2^mT−^; Fig. 1C). E8.5- and E9.5-derived cells were used for transcriptome profiling (Fig. 1C, Fig. S1A), cell pools from Theiler stage 12 and 13 embryos for ATAC-seq analysis (Fig. S1B-D).

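The embryonic transcriptomes comprise 6 RNA-seq libraries, 1 each of NotoPs, MPs and trunk notochord at E8.5 and at E9.5, so no difference between 2 of them has a replicate check. NotoP and MP cells came from embryos with 9 to 11 somites at E8.5 and 24 to 28 somites at E9.5, and trunk notochord cells from embryos with 4 to 11 and 24 to 32 somites. Table S9 gives the input and depth of each library. The NotoP libraries of both stages and the E9.5 MP library were made from 250 cells each, the E8.5 MP library from 24 cells, and the trunk notochord libraries from 73 cells at E8.5 and 90 cells at E9.5. NotoPs yielded 3343606 de-duplicated mapped reads at E8.5 and 4788324 at E9.5, MPs 1198064 and 6246472, and trunk notochord 1664032 and 1581548. The authors trimmed the start of each read, aligned the reads to mm10 with TopHat2 and RefSeq gene models, removed copies of the same molecule by their unique molecular identifiers, and estimated FPKM values with Cufflinks, which corrects for sequence bias and shares multiply mapped reads among genes. FPKM values are scaled by transcript length and library size and keep no read counts, so the counting error of a single gene is not known. The deposited table lists 23983 genes. In the E8.5 MP library, 13945 of them (58.1%) are listed at 0, compared with 10719 to 12407 in the other 5 embryonic libraries. Among the 6593 genes with at least 5 FPKM in the other 3 NotoP and MP libraries, 155 (2.35%) are listed at 0 in E8.5 MPs. The same check gave 5 genes for E8.5 NotoPs, 3 for E9.5 MPs and 0 for E9.5 NotoPs. A value of 0 in E8.5 MPs therefore does not show that a gene is silent, although the 15 housekeeping genes examined, such as *Actb* and *Hprt*, are above 0 in all 9 embryonic and cultured libraries. Changes were computed here as log2 ratios of FPKM after adding 1 to both values, a scale that understates the change of weakly expressed genes. No fold is given against a value of 0.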

**Fig. 1.**
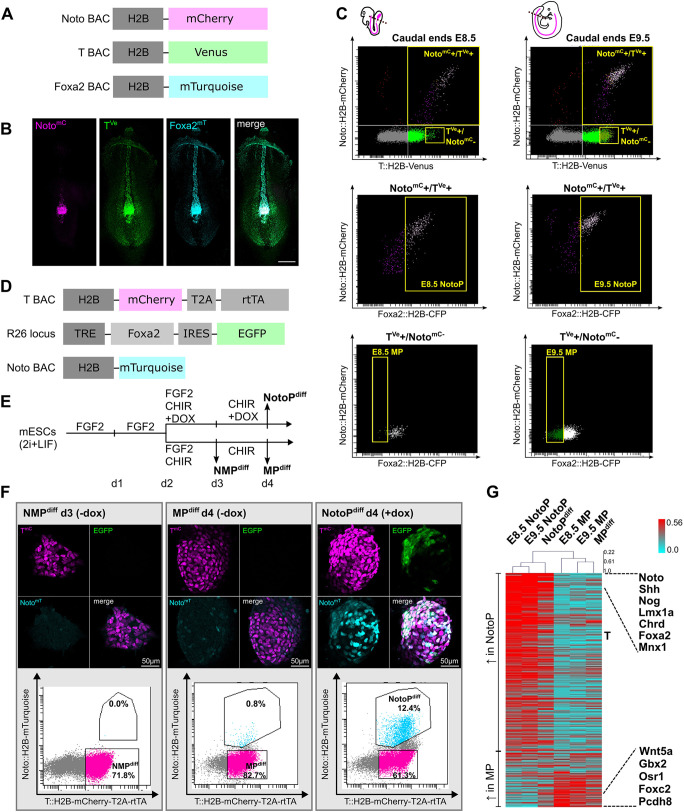
**Derivation of NotoP and MP progenitor cells *in vivo* and *in vitro*.** (A) BAC constructs integrated into an mESC line for the establishment of a Noto^mC^/T^Ve^/Foxa2^mT^ triple reporter line. (B) Maximum intensity projection of images acquired by confocal microscopy of an E8.5 Noto^mC^/T^Ve^/Foxa2^mT^ mouse embryo. Scale bar: 200 µm. (C) FACS gating for purification of NotoPs and MPs from caudal ends of E8.5 and E9.5 embryos dissected at the somite border (as indicated by dotted lines in schematics; pink lines indicate the notochord). (D) Genetic modifications of an mESC line used for T-driven, Dox-inducible overexpression of Foxa2. (E) Differentiation scheme for the *in vitro* generation of NMPs, MPs and NotoPs from mESCs carrying the modifications shown in D; modified from Gouti et al., 2014. (F) Images of differentiated colonies acquired by confocal microscopy, and corresponding FACS profiles. (G) Ranked heat map showing per gene normalized FPKM values of 418 differentially expressed genes (3-fold change in NotoPs versus MPs at both E8.5 and E9.5) and corresponding *in vitro*-generated cells (NotoP^diff^; MP^diff^). Genes are sorted by average fold change in E8.5 and E9.5 samples. Examples of notochord (top) and mesoderm (bottom) progenitor marker genes are indicated on the right.

Embryonic notochords do not provide sufficient cell numbers for generating ChIP-seq data from FACS-sorted material. To overcome this limitation, we developed an *in vitro* model for differentiation of mESCs into NotoPs. In parallel, we produced MPs under similar experimental conditions. Notochord cells require high levels of T in combination with Foxa2. Therefore, we generated an mESC line allowing doxycycline (Dox)-inducible expression of Foxa2 and eGFP, driven by reverse tetracycline-controlled transactivator (rtTA; Gossen et al., 1995) expressed under control of the T promoter and enhancers. In addition, this line carries a Noto^mT^ reporter (Fig. 1D). We followed a well-established protocol for generating NMPs on day 3 of culture (Fig. 1E; Gouti et al., 2014). CHIR 99021 (CHIR) treatment for one more day generated MPs (herein termed MP^diff^ to distinguish them from embryonic MPs), as previously shown. However, parallel treatment with CHIR and Dox for 2 days (d2-d4) caused Foxa2 and eGFP expression, and efficiently generated Noto^mT+^ cells, as shown by FACS and fluorescent microscopy (Fig. 1F; Fig. S2A). To investigate whether these cells resemble embryonic NotoPs, we isolated Noto^mT+^/T^mC+^ (NotoP^diff^) cells (Fig. 1F) and performed RNA sequencing (RNA-seq). 

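Cultured cells contributed 3 RNA-seq libraries, 1 each of NMP diff cells on day 3 and of NotoP diff and MP diff cells on day 4, without replicates. They were processed to FPKM in the same way as the embryonic libraries and are columns of the same table, but were sequenced on another Illumina instrument. Ratios were therefore formed between cultured cells only, and compared with ratios between embryonic cells. Table S9 covers the embryonic libraries, so the depth of the cultured ones is unknown here. Fewer genes are listed at 0 than in any embryonic library, namely 7573 in NMP diff, 8012 in NotoP diff and 8246 in MP diff cells, and 11510, 11873 and 11273 genes reach 1 FPKM, respectively. The 10 most abundant genes account for 10.0% of the summed FPKM in NotoP diff and 8.57% in MP diff cells. When the libraries were rescaled by the median of ratios over the 7783 genes with at least 1 FPKM in all of them, the median *in vitro* log2 ratio shifted by 0.02. FPKM of *Foxa2* in NotoP diff cells does not separate transcripts of the Dox-inducible transgene from those of the endogenous gene.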

In parallel, we analyzed MP^diff^ cells (T^mC+^/Noto^mT−^). We compared the transcriptomes of *in vitro*-generated cells with embryonic cells isolated from E8.5 and E9.5 embryos. 

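A gene was taken as NotoP-specific when its log2 ratio of NotoP over MP was at least 1.58 (3-fold) at both stages, and as MP-specific when the ratio of MP over NotoP was as large at both. The pseudocount of 1 was picked by comparing 200 combinations of pseudocount and FPKM minimum with the cell type labels in the first 1999 of the 23983 rows of Table S1, where it left 5 differences, with 4 the smallest number left by any combination. Closeness of the counts to those of the paper is thus not independent of the paper. This rule gave 314 NotoP-specific and 57 MP-specific genes, and a further 58 genes changed 3-fold in opposite directions at the 2 stages. Considered alone, E8.5 had 2117 genes higher in NotoPs and 963 higher in MPs, and E9.5 had 630 and 266. Without MP at E8.5, the library from the fewest cells, 132 genes were MP-specific when E9.5 MP was the comparator at both stages, which also sets E8.5 NotoPs against another stage.

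Among NotoP-specific genes, the smaller of the 2 ratios was largest for *Noto*, *Shh*, *Samd3*, *Lmx1a* and *Cobl*. *Noto* (chromosome 6, 85423886 to 85428877, mm10) had 152 FPKM in NotoPs at E8.5 and 164 at E9.5 and is listed at 0 in MPs of both stages. *Shh* (chromosome 5, 28456815 to 28467256; 2 other annotated genes overlap it) reached 161 and 178 FPKM in NotoPs, against 0 and 0.343 in MPs. *Samd3* (chromosome 10, 26229707 to 26272172) had 112 and 133 FPKM and *Lmx1a* (chromosome 1, 167689237 to 167848741) 45.2 and 42.8 FPKM in NotoPs, and both are listed at 0 in MPs. *Cobl* (chromosome 11, 12236608 to 12464960, overlapping *Gm12002*) had 51.0 and 46.4 FPKM in NotoPs and at most 0.660 in MPs. *T* (chromosome 17, 8434423 to 8442496) is expressed in both cell types, with 909 and 744 FPKM in NotoPs and 74.8 and 160 FPKM in MPs, giving log2 ratios of 3.58 and 2.21. For *Foxa2* (chromosome 2, 148042877 to 148046969) they were 4.69 and 4.65. NotoPs were sorted as positive and MPs as negative for the *Noto* and *Foxa2* reporters, so the differences of these 2 genes were set by the sort. At E9.5, the log2 ratios of *Nog*, *Chrd*, *Mnx1*, *Foxa1*, *Sox9*, *Bicc1*, *Cthrc1* and *Igfbp5* lay between 3.16, for *Bicc1*, and 5.14, for *Foxa1*. At E8.5, those of *Foxa1*, *Igfbp5* and *Cthrc1* were 3.33, 3.70 and 5.31, and the other 5 genes are listed at 0 in MPs, with 24.6 (*Mnx1*) to 159 FPKM (*Bicc1*) in NotoPs; *Chrd* overlaps *Thpo* and *Bicc1* overlaps 4 other annotated genes.

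In the other direction, the largest changes were those of *Ndufs5*, *Pcdh8*, *Rpp21*, *Foxc2* and *Snord16a*. *Pcdh8* (chromosome 14, 79766775 to 79771312, overlapping *Gm9748*) had log2 ratios of −3.23 and −3.46 and *Foxc2* (chromosome 8, 121116171 to 121118895, overlapping *Gm20388*) of −2.97 and −2.98. *Rpp21* (chromosome 17, 36255645 to 36258069) fell from 26.0 and 7.32 FPKM in MPs to 1.89 and 0 in NotoPs. *Ndufs5*, on chromosome 4 (123712710 to 123718202), had 30.6 and 42.2 FPKM in MPs and 0.0116 and 0.00213 in NotoPs, but also 47.5 FPKM in E8.5 and 0.0742 in E9.5 trunk notochord, so its change is reported with caution. *Snord16a* (chromosome 9, 64175423 to 64175521) is a small nucleolar RNA gene inside *Rpl4*, whose reads it may share. *Wnt5a*, *Gbx2* and *Osr1* were MP-specific as well, with log2 ratios between −1.86 and −3.31, except that *Osr1* is listed at 0 in E9.5 NotoPs.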

For embryonic NotoP and MP cells, we identified 319 and 109 specifically expressed genes, respectively [3-fold change of fragments per kilobase of transcript per million mapped reads (FPKM) value in NotoP versus MP at E8.5 and E9.5], including many known markers for both cell types (Fig. 1G, Fig. S2B, Table S1). 

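The 314 NotoP-specific and 57 MP-specific genes were chosen on embryonic libraries alone, so their change in culture is a separate measurement. Exceptions are *Noto*, by whose reporter the cultured cells were also sorted, and *Foxa2*, which was induced by Dox. Of the NotoP-specific genes, 282 (89.8%; 95% Wilson interval 86.0 to 92.7) had a higher FPKM in NotoP diff than in MP diff cells, 30 a lower one and 2 the same. The list had a median *in vitro* log2 ratio of 1.11, with quartiles of 0.48 and 2.02. Medians of 10000 random lists of equal size and matched mean expression ranged from −0.08 to 0.18, all below the observed value. A 3-fold change in the embryonic direction was reached by 108 genes, and by 0 in the other direction. Of the MP-specific genes, 39 (68.4%; 55.5 to 79.0) were lower in NotoP diff cells and 17 higher, with a median log2 ratio of −0.52, below all medians of matched random lists (−0.21 to 0.32). The share of NotoP-specific genes that followed was smallest when a difference had to reach 2-fold in culture (52.9%), where that of MP-specific genes was 28.1%. Against NMP diff in place of MP diff cells, the shares were 79.0% and 54.4%.

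**Figure D1:**
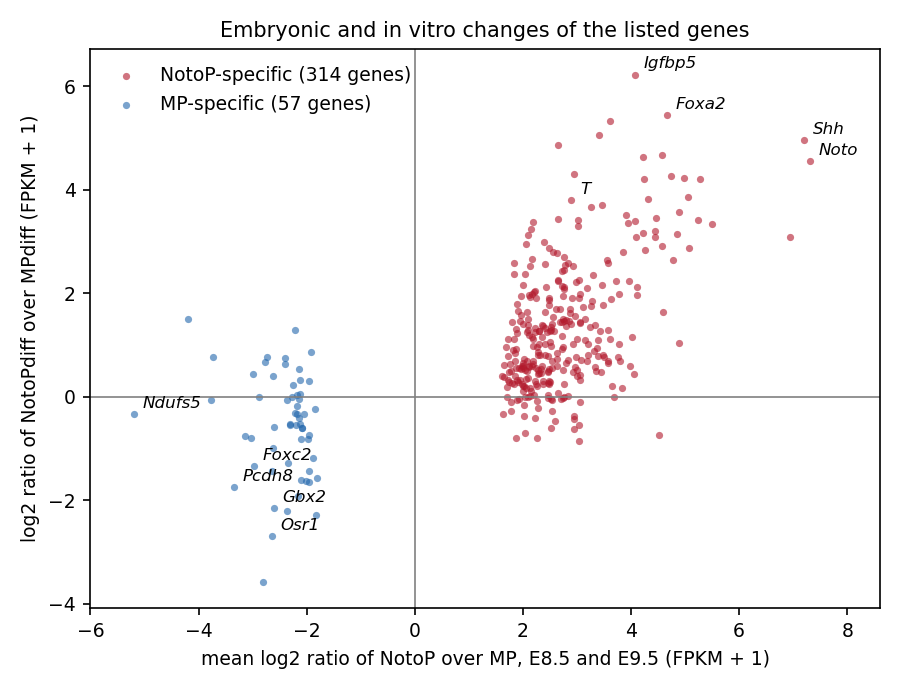
Log2 ratio of NotoP diff over MP diff (vertical axis) against the mean log2 ratio of NotoP over MP at E8.5 and E9.5 (horizontal axis), each point 1 gene from 1 library per condition and 1 added to each FPKM value. Of the 314 NotoP-specific genes (red), 282 lie above 0 on the vertical axis, and of the 57 MP-specific genes (blue), 39 lie below it.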

The comparison revealed striking similarity between the expression profiles of embryonic and *in vitro*-generated cells. Considerable overlap was observed between notochord gene sets identified in NotoP cells and those reported in earlier studies (Fig. S2C, Table S2) (Tamplin et al., 2011; Wymeersch et al., 2019; Peck et al., 2017). 

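Table S2 lists the members of the 3 earlier notochord gene sets, 189 genes from Tamplin et al., 133 from Wymeersch et al. and 429 from Peck et al., of which 188, 133 and 429 are in the expression table. The NotoP-specific list shares 59 genes with the Tamplin set, 31 with the Wymeersch set and 30 with the Peck set; the paper's own overlaps for its list are 59, 29 and 29 genes (Fig. S2C). Among 10000 random lists matched on mean embryonic expression, the largest overlaps were 10, 9 and 20 genes. The 57 MP-specific genes share 2, 3 and 5 genes with the sets. For the Peck set, 5 of 57 beside 30 of 314 genes does not set the NotoP-specific list apart from the MP-specific list. The paper defines the Peck set by higher expression in embryonic notochord than in the nucleus pulposus of newborns. Its members were thus not selected against other tissues of the embryo. At least 1 of the sets contains 90 of the listed genes (28.7%), and 7 are in all 3 sets, namely *Cthrc1*, *Foxa1*, *Igfbp5*, *Moxd1*, *Prickle2*, *Shh* and *Slit2*. Most members of the sets do not pass the 3-fold rule, but 123 genes of the Tamplin set, 55 of the Wymeersch set and 150 of the Peck set were higher in NotoPs than in MPs at both stages. Using E8.5 alone moved the overlaps most, to 101, 54 and 78 genes, from a list of 2117.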

Immunofluorescent staining (Fig. S2D) and qPCR confirmed that T and Foxa2 are upregulated in NotoP^diff^ cells, whereas expression of the paraxial mesoderm marker *Tbx6* is low (for detailed qPCR data analysis, see Fig. S2E). 

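Across the 11573 genes with a mean of at least 1 FPKM over the NotoP, MP, NotoP diff and MP diff libraries, the mean embryonic log2 ratio and the *in vitro* log2 ratio had a Pearson correlation of 0.452 and a Spearman correlation of 0.389. This is a correlation across genes, which are not independent replicates. The 2 embryonic stages correlated less with each other (Pearson 0.307), but that value compares ratios of single stages. With the ratio of a single stage, the Pearson correlation with the *in vitro* ratio was 0.325 for E8.5 and 0.452 for E9.5. Without the NotoP-specific and MP-specific genes the embryonic and *in vitro* ratios had a correlation of 0.357, and with NMP diff cells as the comparator it was lowest of the alternatives tried, at 0.294. Of the marker genes, *Noto* had 22.5 FPKM in NotoP diff cells and is listed at 0 in MP diff cells, as is *Shh* beside 30.2 FPKM. These cells were sorted as positive or negative for a *Noto* reporter, so the difference of *Noto* was set by the sort. *T* had 375 FPKM in NotoP diff and 25.8 in MP diff cells, and was also high in NMP diff cells (406 FPKM). *Foxa2*, transgene included, had 95.5 and 1.22 FPKM. *Igfbp5* showed an *in vitro* log2 ratio of 6.23, *Chrd* of 4.64 and *Nog* of 3.86. Mesoderm markers were lower in NotoP diff cells, with log2 ratios of −2.69 for *Osr1*, −2.15 for *Gbx2* and −1.75 for *Pcdh8*. *Tbx6* differed less, with 21.3 FPKM in NotoP diff, 33.2 in MP diff and 11.1 in NMP diff cells and a log2 ratio of NotoP diff over MP diff of −0.62. The paper reasons from the similarity of the profiles, the overlap with earlier gene sets and the stainings and qPCR for T, Foxa2 and *Tbx6* to the resemblance of the cultured cells to embryonic NotoPs.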

We conclude that our *in vitro* model is suitable for efficiently generating notochord-like cells strongly resembling embryonic NotoPs.

Next, we identified putative notochord enhancers. We performed ATAC-seq on embryonic NotoPs and MPs (Fig. S1B-D). Differential peak detection identified 8921 open regions outside of promoters (±5 kb from the transcription start site) with higher accessibility in NotoPs compared with 4876 regions with higher accessibility in MP cells (Fig. 2A; Fig. S3A). To characterize these accessible regions with respect to T and/or Foxa2 binding, we generated cultures enriched for NotoP^diff^ cells (CHIR^+^; Dox^+^; d4). We performed ChIP-seq for T and Foxa2 on bulk cultures. In addition, for determining specific chromatin signatures we FACS-purified NotoP^diff^ [CHIR^+^; Dox^+^; d4; cell population (P)7] and MP^diff^ (CHIR^+^; Dox^−^; d4; P5) cells as above (Fig. S2E) and analyzed several histone marks (H3K27ac, H3K4me3, H3K4me1 and H3K9me2) by ChIP-seq. 

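The T and Foxa2 data used here are 2 peak lists, 1 for each factor and each from 1 ChIP-seq library of NotoP diff-enriched bulk cultures. The authors aligned read pairs uniquely to mm10 with bowtie, kept 1 copy of each fragment and called peaks on each library with MACS at a q-value cutoff of 0.1. The paper's text does not name a control library for the peak calling. Fold enrichment at the summit and q are the authors' values and are used here only to describe and rank peaks within a list; read totals and signal below the cutoff are not part of the lists, so a missing peak does not show that a site is unbound. T has 6875 peaks with a median width of 388 bp and a median fold enrichment of 7.45, and Foxa2 has 22684 peaks with a median width of 402 bp and a median fold enrichment of 7.19. Within 5000 bp of an annotated transcription start site lie 1011 T peaks (14.7%) and 1739 Foxa2 peaks (7.67%). At a cutoff of 0.001, 6444 T peaks and 20318 Foxa2 peaks are left. ATAC-seq and histone ChIP-seq data were not analysed here. Coordinates count from 1 on mm10.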

For comparison, we used T ChIP-seq data previously generated from *in vitro-*differentiated NMPs (Koch et al., 2017).

**Fig. 2.**
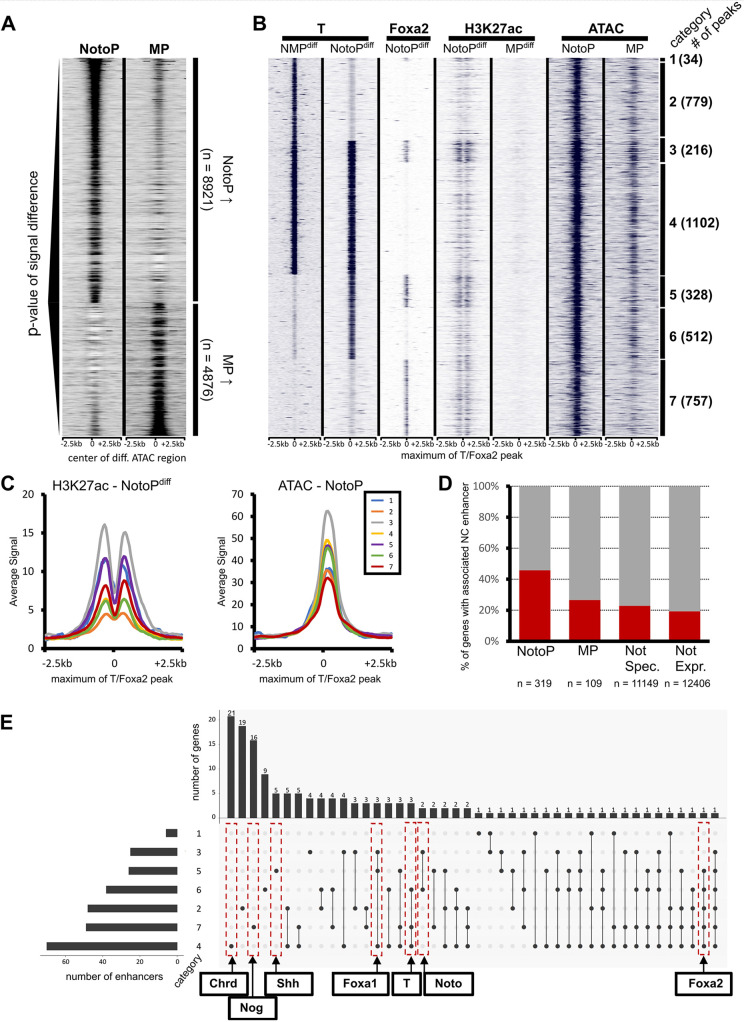
**Genome-wide prediction and analysis of notochord enhancers.** (A) Heatmap showing ATAC-seq signals of NotoP and MP cells around 8921 notochord enhancer candidates defined by differential peak detection, sorted by *P*-values. (B) Heatmap of 3728 differential NotoP accessible sites bound by T and/or Foxa2 in NotoP^diff^ cells. Putative enhancers are categorized into all possible combinations of T and Foxa2 binding combinations (1-7, right) and the number of putative enhancers per category is shown in parentheses. (C) Average profiles of H3K27ac and ATAC-seq signals for all enhancer categories. (D) Bar plot quantifying the association of putative notochord enhancers to NotoP, MP, not specifically expressed (Not Spec.) and not expressed (Not Expr.) genes. (E) UpSet plot for the 146 NotoP-specific genes showing their associated enhancers according to categories 1-7.

The co-expression of T and Foxa2 in our *in vitro* model strikingly changed the chromatin landscape from a mesoderm signature (MP^diff^: CHIR^+^; Dox^−^; d4) to a notochord signature (NotoP^diff^: CHIR^+^; Dox^+^; d4) (Fig. 2B). Among the 8921 open regions differentially accessible in NotoPs versus MPs, we identified 3728 sites bound by T and/or Foxa2 in NotoP^diff^ cells (Fig. 2B). Using H3K27ac data as a strong indicator of enhancer activity (Creyghton et al., 2010), we found the highest signal in enhancers binding both T and Foxa2 [category (Cat) 3, followed by 5 and 1; Fig. 2C; Fig. S3B]. Cat 3 enhancers also showed the highest ATAC signal in embryonic NotoPs, and were also bound by T in NMPs. Cat 5 enhancers specifically occupied by T and Foxa2 in NotoP^diff^ cells showed somewhat lower ATAC and H3K27ac signal. These data suggest that Foxa2 and T might have additive effects on enhancer activation. Based on the H3K27ac signal, Foxa2 binding alone (Cat 7) seems to be more effective than T alone (Cat 2, 4, 6), whereas the accessibility of Cat 4, 5 and 6 enhancers appears to be equal. However, some of these differences may be caused by co-binding of additional factors not analyzed in this study.

A considerable fraction (2393/3728; 64.2%) of notochord enhancers showed T binding alone (Cat 2, 4 and 6), and a smaller fraction (757/3728; 20.3%) only Foxa2 binding (Cat 7). 

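The peak lists give the joint and separate binding of T and Foxa2 across the genome, before any restriction to accessible sites, which was not analysed here. Of the 6875 T peaks, 1391 (20.2%; 95% Wilson interval 19.3 to 21.2) overlapped a Foxa2 peak by at least 1 bp. In 1000 random circular shifts of the T peaks along their chromosomes, between 0.48% and 1.13% did. Of the 22684 Foxa2 peaks, 1392 (6.14%; 5.83 to 6.46) overlapped a T peak. Peaks of T alone therefore number 5484 and peaks of Foxa2 alone 21292. Shared peaks were slightly stronger, with a median fold enrichment of 7.96 against 7.28 for T and 8.51 against 7.08 for Foxa2, as called in each list. Outside promoters the shared percentages were 21.5% and 6.03%. They depend most on list size, being 9.73% of T and 9.72% of Foxa2 peaks when the 6875 Foxa2 peaks with the smallest q were used.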

Most of the T-binding enhancers (2131/3728; 57.1%) were also T bound in NMPs, but 840 (22.5%) T-bound enhancers were only occupied in notochord cells. Thus, Foxa2 co-expression with T opens chromatin at enhancers not occupied by T when Foxa2 is not expressed, and this cooperative action changes the genomic landscape to a notochord signature.

Next, we determined the enhancer presence in the vicinity of 319 genes specifically upregulated in NotoP cells (Fig. 1G). We found at least one notochord enhancer each in the gene bodies or genomic intervals comprising the intergenic regions and gene bodies of the immediate neighbors of 146 (46.4%) of these genes (Fig. 2D). 

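Table S4 gives at least 1 enhancer for 146 of its 319 genes, which is 45.8% of them, and 361 gene and enhancer pairs in all. The T and Foxa2 peaks were placed around the same genes, counting peaks more than 5000 bp from any transcription start site in the interval from the start of the preceding to the end of the following protein-coding gene. Of the 288 genes that could be placed by their symbol, 173 (60.1%) had a T peak, 205 (71.2%) a Foxa2 peak and 77 (26.7%) a shared peak. Enhancers of all categories but category 2, which is bound by T in NMP diff cells alone, were defined by binding of T or Foxa2 in NotoP diff cells. A peak of either factor at all 118 placed genes with such an enhancer is therefore no separate measurement. Of the genes with category 2 alone, 17 of 18 (94.4%) had a peak, and of those without an enhancer 85 of 152 (55.9%). Interval length differs between these groups, with medians of 514, 327 and 117 kb, and longer intervals hold more peaks by chance. The share with a peak of T or Foxa2 was 76.4% for the 288 genes, at a median interval of 228 kb. For the 52 MP-specific genes that could be placed, this share was 59.6%, at a median interval of 194 kb. The paper intersected the maxima of T and Foxa2 peaks with regions more accessible in NotoPs, assigned them to genes by position, and associates the genes with enhancers on this basis.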

Fig. 2E shows the number of genes in relation to the category(s) and number of enhancers found in their neighborhood, with examples of prominent notochord marker genes. Strikingly, most of the latter are associated with several putative enhancers falling into different enhancer categories and none of them is associated with a T-NMP^diff^ peak (Cat 2) alone. 

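The categories state whether a site is bound by T in NMP diff cells, by T in NotoP diff cells and by Foxa2 in NotoP diff cells. In Table S4, 4 of the 7 marker genes of Fig. 2E have enhancers in more than 1 category and 3 (*Chrd*, *Nog* and *Shh*) in 1 category, and 0 have category 2 alone. In the whole table 19 genes have category 2 alone, among them *Mnx1* (2 enhancers) and *Bicc1* (1 enhancer), which are notochord markers outside those of Fig. 2E. *Foxa2* has the paper's largest number among the markers, 9 enhancers in 5 categories. In the peak lists, the interval around *Foxa2* (1035 kb) held 7 T peaks and 19 Foxa2 peaks, 2 of each shared. *Foxa1* had 7 T and 7 Foxa2 peaks within 508 kb and *Shh* 8 and 15 within 911 kb, with 3 shared peaks of each factor at both genes. Around *Nog* there were 9 T and 13 Foxa2 peaks within 704 kb, of which 4 were shared. *Noto* had 3 T and 2 Foxa2 peaks within 111 kb, 1 of them shared. *Chrd* had 2 peaks of each factor and *T* 4 T and 13 Foxa2 peaks, none shared. Interval lengths follow the distance between neighbouring genes, so the numbers of peaks are not comparable between genes.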

Genome browser screenshots of important markers are given in Fig. S4, and of housekeeping genes for control in Fig. S5. In addition to the notochord enhancers described previously, we found new putative enhancers, for example for *Noto*, *Foxa2*, *Chrd*, *Nog* and *Foxa1* (Schifferl et al., 2021; Alten et al., 2012; Nishizaki et al., 2001; Jeong and Epstein, 2003). 

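Of Table S3, the first 1999 of the 3728 rows were used here, for single sites only. They list a site for *Noto* at position 85415925 of chromosome 6, bound by T in NMP diff and NotoP diff cells and by Foxa2. At this site the T peak spans 85415617 to 85416214 with a fold enrichment of 16.1, and the Foxa2 peak 85415734 to 85416194 with 9.88; their summits lie 7954 and 7938 bp upstream of *Noto*. Near *Foxa2*, the site at 148060428 of chromosome 2 carries the strongest T peak of the interval (148060149 to 148060701, fold enrichment 18.7), 13460 bp upstream of the gene, and no Foxa2 peak. Another 2 sites near *Foxa2*, at 148053259 and 147928575, are listed as bound by T in NMP diff cells only, and neither list has a peak within 250 bp of them. The strongest Foxa2 peak around *Foxa2* (147931676 to 147932538, fold enrichment 13.6) is shared with T. *Foxa1* has 3 listed sites on chromosome 12. At 57401354, T and Foxa2 peaks have fold enrichments of 13.5 and 4.42, and at 57496652 and 57572611 T peaks alone have 5.96 and 6.34. For *Nog*, the strongest T peak (chromosome 11, 89476904 to 89477465, fold enrichment 23.2) lies 174858 bp upstream and overlaps the strongest Foxa2 peak (89476792 to 89477469, fold enrichment 13.2). For *Chrd*, the strongest T peak (chromosome 16, 21143462 to 21144067, fold enrichment 12.0) and Foxa2 peak (20805448 to 20805837, fold enrichment 9.59) lie 410661 and 72536 bp downstream and do not overlap. Table S4 lists 1 enhancer for *Nog*, bound by Foxa2 alone, and 1 for *Chrd*, bound by T without Foxa2. By these categories, the shared peak of *Nog* and the Foxa2 peak of *Chrd* are not the listed enhancers.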

A list of all notochord enhancer candidates identified here and their associated genes, as well as the list of the 319 NotoP genes and the categories of their associated enhancers, is given in Tables S3 and S4, respectively. Our data provide an important resource of putative notochord enhancers.

### The regulatory landscape of the *T* locus in notochord and mesoderm

Next, we used our integrated ATAC and ChIP data to characterize further the regulatory landscape of the *T* locus in notochord and mesoderm. We previously identified the *TNE* enhancer, which is essential for tail notochord development; however, this enhancer alone does not fully explain the severe loss of notochord and tailbud phenotype of a 37 kb deletion (*T^UD^*), suggesting that additional notochord and mesoderm elements are present in this region (Schifferl et al., 2021). Our ATAC-seq data of the *T* locus showed ten peaks, including *TNE* (Fig. 3).

**Fig. 3.**
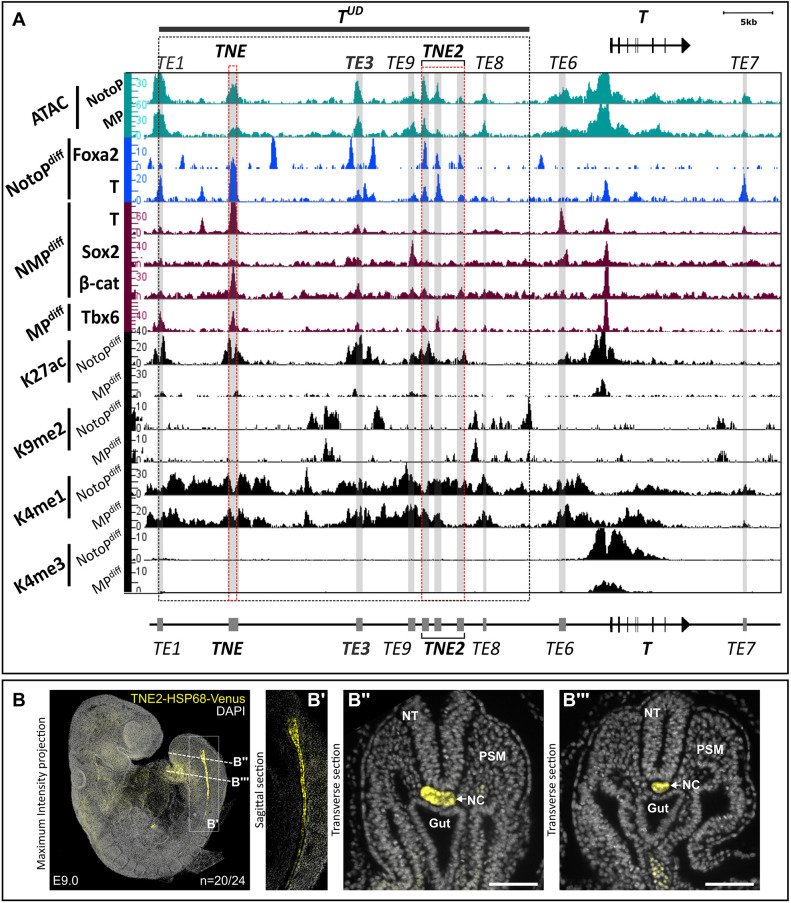
**Identification of putative enhancers at the mouse *T* locus.** (A) Genome browser snapshot showing the mouse *T* locus with signal density tracks of ATAC-seq, transcription factor ChIP-seq and histone 3 ChIP-seq data. Track maxima are normalized to the number of mapped reads for each antibody. Enhancer elements are indicated as gray boxes and shown schematically below the ChIP-seq tracks; TNE and TNE2 are highlighted by red dashed lines. The *T^UD^* and *TNE* regions were described previously (Schifferl et al., 2021). (B) *TNE2*-driven Venus reporter expression in the notochord of an E9.0 embryo. Nuclei are stained with DAPI (gray). Left: maximum intensity projections of confocal microscopy. (B′) Sagittal optical midline section. (B″,B‴) Transverse optical sections acquired by light-sheet microscopy at the axial levels indicated in B. NC, notochord; NT, neural tube; PSM, presomitic mesoderm. Scale bars: 100 µm.

Three ATAC-seq peaks in close vicinity to each other were bound by T and Foxa2 and showed enrichment for the active enhancer mark H3K27ac in NotoP^diff^ cells (Fig. 3). Therefore, we used a 4.4 kb fragment encompassing these T- and Foxa2-binding sites to perform an enhancer assay. 

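At *TNE2* the Foxa2 list has a peak from 8415696 to 8415973 on chromosome 17, with its summit at 8415851 and a fold enrichment of 7.32, and the T list has a peak from 8417076 to 8417405, with its summit at 8417154 and a fold enrichment of 6.90. They do not overlap, as 1102 bp lie between them and 1303 bp between their summits. By q, the Foxa2 peak ranks 9020 of 22684 and the T peak 2857 of 6875. Both lie in an intron of the annotated gene *T2*, 18572 and 17269 bp upstream of the *T* transcription start site. The reference sequence from 20 bases before to 20 bases after the Foxa2 summit is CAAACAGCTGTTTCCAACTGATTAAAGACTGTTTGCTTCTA, and that around the T summit is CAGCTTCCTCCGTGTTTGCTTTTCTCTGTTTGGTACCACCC. Neither peak contains the 8 bp T site TCACACCT or the forkhead sites TGTTTAC and TATTTAC on either strand. Only these exact sequences were searched. Both sequences printed above contain TGTTTGC, which differs from TGTTTAC in a single base and was not part of the search. Absence of the exact sequences therefore does not show that either peak lacks a forkhead or T site. Signal below the cutoff, which the track in Fig. 3 can show, is not in the lists. Because *TNE2* combines accessible sites, T and Foxa2 binding and H3K27ac, the paper selected it for a reporter assay.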

The embryonic activity assay at E9.0 showed Venus reporter expression in the posterior notochord, decreasing towards the head, identifying the 4.4 kb fragment as a notochord-specific enhancer (Fig. 3B-B‴). We designated this enhancer *T locus notochord enhancer 2* (*TNE2*).

In addition, based on ATAC peaks and, in a subset, also H3K27 acetylation, we defined several more candidate *T* locus enhancers, *TE1*, *TE3*, *TE9* and *TE8*, within the *T^UD^* region (Schifferl et al., 2021), as well as *TE6* −5 kb upstream and *TE*7 13 kb downstream of the *T* transcription start site (Fig. 3). 

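Peaks were compared with the 6 elements whose intervals the paper gives, *TE1*, *TNE*, *TE3*, *TE9*, *TNE2* and *TE7*, each widened by 500 bp on both sides. *TE6* and *TE8* were not analysed here. A T peak lay in 4 of the 6 elements and a Foxa2 peak in 2, with both only in *TNE2*. *TE1*, between 8389281 and 8389475 on chromosome 17 in exons of *T2* and *Gm16702*, overlapped a T peak from 8389015 to 8389396 with a fold enrichment of 6.81. The bases around the summit of this peak, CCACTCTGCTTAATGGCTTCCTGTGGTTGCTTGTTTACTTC, include a forkhead site. *TE9*, between 8414252 and 8414782 in an intron of *T2*, had no peak of either factor; the nearest Foxa2 peak was 914 bp and the nearest T peak 2294 bp away. Outside the elements, a T peak from 8433890 to 8434274 with a fold enrichment of 5.54 lay at the *T* promoter, with its summit 421 bp upstream of the start site. Foxa2 peaks outside the elements had their summits at 8376250, 8400572 and 8427525, with fold enrichments of 4.90, 8.12 and 6.00. No T peak of the locus overlapped a Foxa2 peak. The counts of 4 and 2 elements were the same without widening and when the summit had to lie inside the widened element; widening by 1000 bp brought the Foxa2 peak of *TNE2* within reach of *TE9*.

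**Figure D2:**
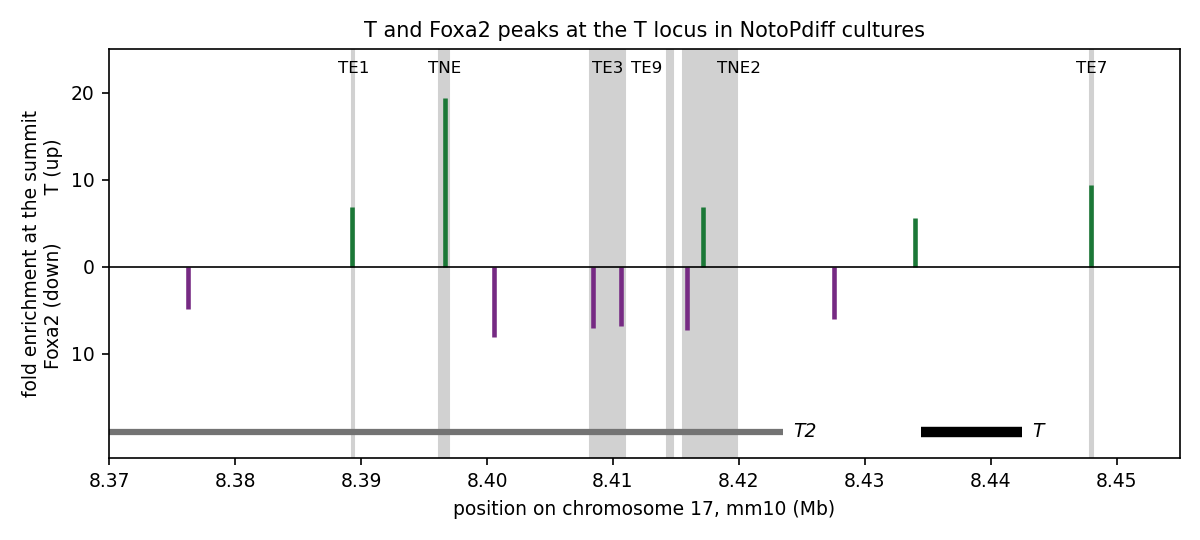
T peaks (green, upward) and Foxa2 peaks (purple, downward) at the *T* locus on chromosome 17, drawn at their summits with the authors' fold enrichment as height, from 1 ChIP-seq library each. Grey bands are the 6 elements, without widening, and bars at the bottom the annotated genes *T2* and *T*. The tallest T peak lies in *TNE*, and *TNE2* is the single element with both a T and a Foxa2 peak.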

We integrated ChIP-seq data for T, Sox2, β-catenin and Tbx6 published previously, to relate these enhancers to regulatory processes occurring in NMPs and during mesoderm formation (Koch et al., 2017). For example, Sox2 acting antagonistically to T in the neural versus mesodermal lineage choice, binds to *TE6* and *TE9* in NMPs, whereas the WNT signal mediator β-catenin, which cooperates with T in NMPs and NotoPs, binds to *TE3* and *TNE*. In contrast, Tbx6, which has a repressive effect on NMP maintenance and *T* expression, is detected at *TE1*, *TNE*, *TNE2* and possibly *TE3*. All four TFs also bind at the *T* promoter.

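*TE3* lies between 8408204 and 8410978 on chromosome 17, in an intron of *T2*, and its centre is 24832 bp upstream of the *T* transcription start site. The lists have 2 Foxa2 peaks inside it, from 8408251 to 8408631 with a fold enrichment of 7.09 and from 8410450 to 8410829 with 6.79, close to its ends. Their ranks by q are 8299 and 9080. No T peak of the list lies inside *TE3*, and the nearest is 6098 bp away. Bases around the first Foxa2 summit are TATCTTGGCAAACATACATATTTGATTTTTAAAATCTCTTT, and around the second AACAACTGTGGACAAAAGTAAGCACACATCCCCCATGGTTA.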

We assayed the activity of *TE3*, characterized by T peaks flanked by Foxa2 binding in NotoP^diff^ cells, using the HSP68-Venus reporter. This element showed expression in the tailbud mesoderm, posterior neural tube and gut of the tail at E10.5, but not in the notochord (Fig. S6A-A‴). These data suggest that *TE3* acts as enhancer in tailbud NMPs. The significance of the flanking Foxa2 peaks is unclear.

Moreover, we assayed the putative enhancer *TE7*, which is located downstream of the *T* gene and was not identified by chromatin marks or differential ATAC analysis, but showed a small ATAC peak and T binding in NotoP^diff^ cells. β-Galactosidase reporter activity was detected in the entire notochord of E9.0 embryos, albeit with increasing staining towards the head (Fig. S6B). Thus, *TE7* identifies another notochord enhancer. 

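The T peak at *TE7* spans 8447727 to 8448218 on chromosome 17, in intergenic sequence, with its summit at 8447943, 13520 bp downstream of the *T* transcription start site. Its fold enrichment is 9.41, second at the locus to the peak of *TNE*, and it ranks 2093 of 6875 by q. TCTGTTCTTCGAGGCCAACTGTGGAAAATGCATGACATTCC is the sequence around the summit, and the peak has no TCACACCT on either strand. The nearest Foxa2 peak is 20126 bp from *TE7*.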

The data suggest that the activity of *TE7* is increasing during notochord differentiation, which might explain why it was not detected in our differential ATAC-seq data derived from caudal end NotoPs.

### A new *T* locus notochord enhancer, *TNE2*, cooperates with *TNE* in notochord development

Next, we investigated the function of several putative *T* locus enhancers by employing the CRISPR/Cas9 system to generate a series of knockout (KO) mESC lines and embryos carrying the *Noto::H2B-mCherry* (Noto^mC^) reporter (Fig. S7, Table S5). We generated mutant embryos by tetraploid complementation assays and evaluated the phenotype between E9.5 and E12.5 by visualizing the Noto^mC^ reporter as well as T and Sox2 protein expression. Deletions of *TE1*, *TE3*, *TE9* and *TE*7 did not result in embryonic defects enhancing the phenotypes of the corresponding parental line, which contained either the wild-type *T* locus or the heterozygous *T^LD^* deletion covering the entire *T* locus (Schifferl et al., 2021). The data suggest that these cis control elements either have no critical function or are redundant (Table S6).

However, homozygous deletion of *TNE2* resulted in a notochord deficiency phenotype. In E9.75 *T^ΔTNE2/ΔTNE2^* mutant embryos, less T protein was detected in the trunk notochord marked by Noto^mC^ than in wild-type embryos, and the notochord was partially disrupted at the hindlimb level (Fig. 4A,A′,E,E′). At E11.5, the Noto^mC+^ notochord progenitor domain was present in the outgrowing tailbud, but the number of Noto^mC+^ cells in the midline was reducing quickly towards the anterior and the notochord was not formed (Fig. 4B-D,F-H). The reduced T protein level in the trunk notochord was apparently still sufficient for trunk development, but tail notochord formation was not supported resulting in a tail-less phenotype at E12.5 (Fig. 4M-T).

**Fig. 4.**
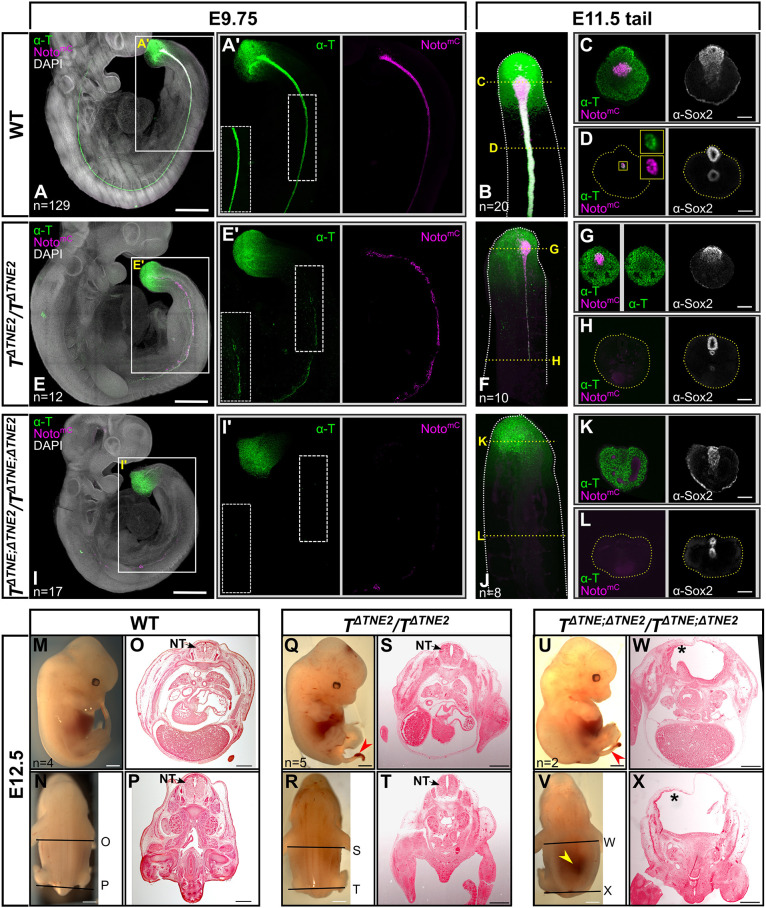
***TNE2* is an essential notochord enhancer of brachyury and interacts with *TNE*.** (A,A′,E,E′,I,I′) Maximum intensity projections of E9.75 embryos with Noto^mC^ reporter signal, immunostaining for T (green) and DAPI nuclear staining (gray). Scale bars: 500 µm. Boxed areas are magnified in single channels. To visualize the lower T signal of the mutant notochord in (E′), maximum brightness was equally adjusted in the insets at the bottom left of A′,E′,I′. (B-D,F-H,J-L) Maximum intensity projections of E11.5 tails with immunostaining for T (green) and the Noto^mC^ reporter signal (magenta) are shown in B,F,J. Yellow dashed lines indicate the position of optical sections shown in C,D,G,H,K,L, Immunostaining for Sox2 is shown in white, insets in D show a magnification of the notochord (boxed). Dotted lines indicate the circumference of the section. Scale bars: 100 µm. (M,N,Q,R,U,V) Lateral and dorsal views of E12.5 embryos. Red or yellow arrowheads indicate the tail phenotype or neural tube defect, respectively. Scale bar: 1 mm. (O,P,S,T,W,X) Histological sections at the axial levels indicated in N,R,V. Asterisks indicate lack of a neural tube (NT) (W,X). Scale bars: 500 µm. WT, wild type.

In E9.75 *T*^Δ*TNE;* Δ*TNE2/*Δ*TNE;* Δ*TNE2*^ double KO embryos, T expression was detected in the tailbud, but not in notochord progenitors, and the notochord was not formed (Fig. 4I,I′). A few cells with weak Noto^mC+^ signal were visible in gut endoderm, indicating improper specification (Fig. 4I′). Neither Noto^mC+^ cells nor a notochord were detected in the tailbud at E11.5 (Fig. 4J-L). Immunofluorescence staining for Olig2 and Nkx2-2 revealed neural tube patterning defects (Fig. S8). Olig2 expression was shifted ventrally, whereas Nkx2-2 was not detected. Consistent with the latter, neural tube differentiation was severely affected at E12.5, resulting in embryonic lethality (Fig. 4U-X).

Our data show that *TNE* can compensate for the loss of *TNE2* during trunk notochord formation and vice versa (Fig. 5; Schifferl et al., 2021). The double KO phenotype shows that the combined activity of these two enhancers is required for notochord formation and differentiation in the trunk and tail. *TE7* is not able to compensate for the loss of *TNE* and *TNE2*. The reduced T protein level in either KO suggests that the two enhancers cooperate during trunk notochord development. The partial disruption of the notochord in the posterior trunk of either single KO suggests an increasing requirement for T expression in notochord progenitors along the axis, as has been reported previously (Stott et al., 1993; Herrmann, 1995). Alternatively, higher T activity may be required during progenitor formation in the node in order to generate sufficient cell numbers supporting notochord development throughout the trunk. Tail notochord formation, however, needs the combined activity of both enhancers.

**Fig. 5.**
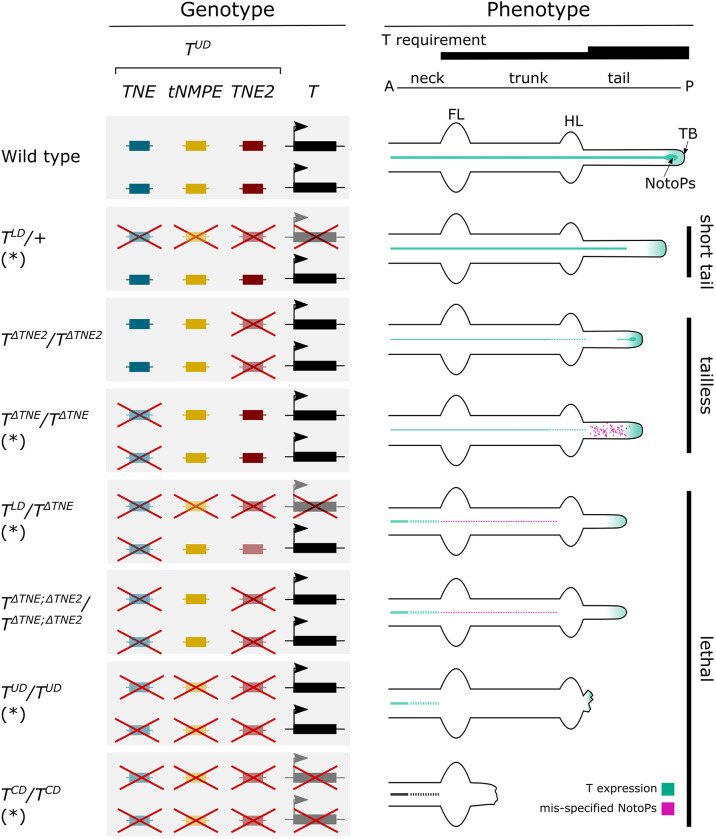
**Schematic view of *T* enhancer function in axial development.** Axial elongation depends on *T* expression in the tailbud and in the notochord (green line). Notochord formation in the trunk requires at least one of the enhancers TNE or TNE2, tail notochord formation both. *T* enhancers located in the *T^UD^* deletion and the *T* gene are shown as boxes on the left; loss-of-function mutations are indicated by red crosses. A, anterior; FL, forelimb bud; HL, hindlimb bud; P, posterior; TB, tailbud; tNMPE, tail NMP enhancer, defined by failure of tailbud outgrowth in *T^UD^*/*T^UD^* embryos. Dotted lines/areas indicate interrupted notochord (green) or mis-specified NotoPs (red), respectively. For details, see the text; data from Schifferl et al. (2021) are marked by an asterisk.

The single loss-of-function phenotypes reveal different roles of *TNE* and *TNE2* in the tail. There, *TNE* is mainly required for notochord progenitor maintenance, notochord cell specification and presumably differentiation, given that embryos lacking *TNE2* still form Noto^mC+^ notochord progenitor cells, whereas in *TNE* mutants notochord cell specification is lost (Schifferl et al., 2021). *TNE2*, by contrast, is required for proper notochord cell differentiation, as in embryos lacking *TNE2* Noto^mC+^ cells are still present in the progenitor domain, but are quickly reducing in number in the midline toward the anterior and the notochord is lacking. 

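Of the T peaks at the locus, that of *TNE* is the strongest, spanning 8396220 to 8396903 on chromosome 17 with a summit at 8396637, 37786 bp upstream of the *T* transcription start site. It has a fold enrichment of 19.4 and ranks 110 of 6875 T peaks by q, placing it in the top 1.60%. The summit lies in an exon of *T2*, in the sequence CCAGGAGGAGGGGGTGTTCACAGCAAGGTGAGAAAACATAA. Foxa2 has no peak at *TNE*, the nearest being 3387 bp away. At *TNE2* the T and Foxa2 peaks occupy separate stretches of the element. β-Catenin binding was not analysed here.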

Of note, our data suggest cooperative binding of T and Foxa2 at *TNE2*, whereas *TNE* appears to bind T and β-catenin, consistent with the role of canonical Wnt signaling in notochord specification (Ukita et al., 2009). Thus, T appears to act earlier in the lineage through *TNE*, followed by cooperative action with Foxa2 through *TNE2*. Our enhancer reporter assays suggest that *TE7* is active even later, upon further differentiation and possibly in the maintenance of the notochord, as during axis elongation the reporter activity is low in the posterior end and increasing towards the head. The strong *T^UD^* homozygous deletion phenotype reported previously is, at least with respect to the lack of the notochord, explained by the loss of *TNE* and *TNE2*, but *TE7* is not involved (Schifferl et al., 2021). However, the missing tailbud in the deletion mutant is not explained, as *TNE/TNE2* double KO embryos still form the tailbud and show some tail outgrowth. *TE3* driving expression in tailbud NMPs might be responsible for tail outgrowth in the absence of *TNE/TNE2*. However, our *TE3* deletion analysis did not show the expected loss of the tailbud in the absence of the enhancer, even in combination with the deletion of *TE9*, an enhancer candidate showing Sox2 and β-catenin binding in NMPs (Fig. S7; Table S6). Therefore, the control element(s) required for tailbud formation and tail outgrowth must remain undefined at this point.

The *in vitro* model for notochord progenitor formation introduced here is based on the essential role of both T and Foxa2 in node and notochord development. Accordingly, WNT (Chiron) induction is employed for parallel activation of *T* and *Foxa2*, the latter under control of the *T* promoter and enhancers comprised by a BAC construct. Because notochord is not derived from NMPs, our data suggest that *T* is already activated in epiblast stem cell-like cells. Strong upregulation of *Foxa2* supposedly directs a fraction of T^+^/Foxa2^+^ cells into the notochord lineage, whereas cells expressing no or low levels of Foxa2 become NMPs and take the mesodermal fate. However, whether NMPs and notochord-like cells have a common progenitor or derive from different subsets of epiblast stem cell-like cells remains unresolved at this point.

## MATERIALS AND METHODS

### General mESC procedures

All cell lines used in this study were derived from male mESCs of the G4 hybrid line 129S6/SvEvTac×C57BL/6Ncr (George et al., 2007). mESC clones were regularly tested for possible *Mycoplasma* contamination, using PCR Mycoplasma Test Kit II (Applichem, A8994) according to the manufacturer's recommendations.

### Generation and integration of BAC transgenes

For the generation of reporter and driver transgenes, BACs containing ∼200 kb of the C57/BL6 genome surrounding the mouse brachyury (RP24-530D23), *Foxa2* (RP23-254G2) and *Noto* (RP23-289M19) genes were obtained from BACPAC resources. The *T::H2B-Venus*, *T::H2B-mCherry-T2A-rtTA*, *Foxa2::H2B-mTurquoise* and *Noto::H2B-mTurquoise* BACS carrying neomycin, hygromycin, puromycin and blasticidin resistance cassettes, respectively, were engineered via Red/ET recombineering (Muyrers et al., 1999) as described previously (Schifferl et al., 2021). For random integration of BACs, 5 µg of each construct were linearized using PI-SceI (New England Biolabs, R0696S) and electroporated into 3×10^6^ mESCs. Approximately 30 h after electroporation, selection was initiated, as shown in Table S5. Selection medium was refreshed daily until single colonies were clearly visible after approximately 1 week. Single clones were picked and genotyped by PCR. Oligonucleotides used in this study are listed in Table S7.

### Generation of enhancer mutants

Homozygous *T*^Δ*TNE2*^*/T*^Δ*TNE2*^ single and *T*^Δ*TNE;* Δ*TNE2*^*/ T*^Δ*TNE;* Δ*TNE2*^ double mutants were generated from cells carrying the *Noto::H2B-mCherry* construct using CRISPR/Cas9 as reported previously (Schifferl et al., 2021).

### Recombinase-mediated cassette exchange

For the generation of enhancer reporter and Foxa2 overexpression cell lines, 3×10^5^ mESCs with a modified Rosa26 harboring locus (Vidigal et al., 2010) were co-transfected with 5 µg of linearized NE2-HSP68-Venus, TE3-HSP68-Venus, TE7-HSP68-bGal or TRE-Foxa2-IRES-EGFP constructs and 1 µg PGK-iCre vector using Lipofectamine 2000 (Invitrogen, 11668027). Cells were cultured in ES+LIF containing 350 µg/ml geneticin (Thermo Fisher Scientific, 10131027) for selection for successful recombination resulting in a switch from hygromycin to neomycin resistance.

### Generation of transgenic embryos

Transgenic mouse embryos were generated by diploid or tetraploid morula aggregation by the transgenic unit of the Max Planck Institute for Molecular Genetics in Berlin as described previously (Eakin and Hadjantonakis, 2006). All animal experiments were performed according to local animal welfare laws and approved by local authorities (covered by LaGeSo licenses G0243/18 and G0247/13).

### Embryo isolation

Timed pregnant foster mice were euthanized by carbon dioxide administration and cervical dislocation. For whole-mount immunofluorescence and tissue clearing, embryos were isolated from uteri in 4°C pre-cooled PBS, fixed using 4% paraformaldehyde (PFA) in PBS (Sigma-Aldrich, P6148) in 4 ml glass vials (Wheaton, 224882) and processed as described previously (Schifferl et al., 2021). For RNA-seq and ATAC-seq, embryos were isolated in M2 medium (Sigma-Aldrich, MR-015P). Samples were further dissected into the sub-regions of interest using forceps (Dumont, 11251-10). Tissue samples were kept on ice in M2 medium and processed subsequently.

### Whole-mount immunofluorescence and tissue clearing

Immunofluorescence staining and clearing procedures were performed on E9.75-E11.5 embryos as described previously (Schifferl et al., 2021). Antibodies are listed in Table S8.

### Whole-mount β-galactosidase staining

Embryos carrying the *TE7-HSP68-bGal* reporter were fixed for 30 min at 4°C and subsequently washed three times for 15 min in Rinse Buffer (50 mM EGTA, 0.1% deoxycholate, 0.2% NP-40, 20 mM MgCl_2_ in DPBS) at room temperature. After rinsing, embryos were incubated in staining solution [50 mM K_3_Fe(CN)_6_, 50 mM K_4_Fe(CN)_6_, 50 mM EGTA, 0.1% deoxycholate (100×), 0.2% NP-40 (100×), 0.2 M MgCl_2_, 1 mg/ml X-gal in DPBS] at 37°C overnight. Stained embryos were washed three times with PBS and stored in 4%PFA in PBS at 4°C for secondary fixation.

### FACS

For FACS of embryonic material, single-cell suspensions were prepared adding 100 µl Trypsin/EDTA to the sample. After incubation at room temperature for 5 min, trypsin was quenched by adding 200 µl PBS with 5% bovine serum albumin (BSA; Sigma-Aldrich, A8412).

For FACS of cell cultures, cells were washed twice in PBS and dissociated by trypsinization at 37°C for 10 min. Trypsin/EDTA was quenched using a double volume of 5% BSA in PBS, then cultures were resuspended and kept on ice until further procedure.

All samples were immediately filtered (35 µm mesh) and sorted on a FACS Aria II (Becton Dickinson) flow cytometer. For transcriptome analysis, cells were sorted into 350 µl RLT Plus buffer (QIAGEN, 1053393) containing 1% β-mercaptoethanol (Sigma-Aldrich, M6250) in 1.5 ml low-binding tubes (Thermo Fisher Scientific, 90410) and stored at −80°C until further procedure. For ChIP, cells were sorted into 5% BSA in PBS in BSA-coated glass tubes.

### Histology

PFA-fixed E12.5 embryos were dehydrated through an ethanol series (30%, 50%, 70%, 70%, 15 min each), processed in a MICROM STP 120 processor (Microm, 813150) and embedded in paraffin (Leica, 3801320) utilizing an EC 350-1 embedding station (Microm). Sections of 10 µm thickness were prepared using a rotary microtome (Microm, HM355S), transferred onto adhesion microscope slides (Menzel, K5800AMNZ72) and dried overnight at 37°C. Eosin (Merck, 109844) counterstaining was performed according to standard procedures and specimens were mounted in Enthellan (Sigma-Aldrich, 107960). Sections were imaged using an AxioZoom V16 stereomicroscope (Zeiss).

### Microscopy

Embryos were imaged using a Zeiss LSM880 laser-scanning microscope with Airyscan detector or Zeiss Light sheet LS Z1 with appropriate filters for DAPI, mTurquoise, EGFP, Venus, mCherry, Alexa 488 or Alexa 647. For light-sheet microscopy, specimens were cleared and embedded in 1.5% low melting agarose (Sigma-Aldrich, A9414) in PBS. Agarose columns containing the samples were cleared in RIMS overnight before acquisition. *z*-stacks of approximately 500 µm range were acquired with 8-10 µm intervals.

Processing was performed using ZEN Blue Version 3.1 and ZEN Black Version 2.3 (Zeiss) software. For the visualization of volumetric data, maximum intensity projections (Wallis et al., 1989) were generated using the maximum intensity projection volume rendering tool in ZEN Black. This tool generates 2D images from stacks of optical sections, displaying the brightest pixel (*xy*), along the *z*-axis in the according position (*xy*) on a 2D plane.

To visualize the weaker signal in mutant notochord cells (Fig. 4E′,I′), the maximum brightness parameter was adjusted, reducing the difference (maximum brightness−minimum brightness) by 50%.

### *In vitro* differentiation

NMP^diff^, MP^diff^ and NotoP^diff^ cells were derived from *T^mC−2A−irTA^/TRE::Foxa2/Noto^mT^* mESCs following an established protocol (Gouti et al., 2014) with previously described modifications (Koch et al., 2017). For NotoP^diff^ generation, 1 ng/ml Dox was applied from d2 to d4.

### RNA-seq

For transcriptome analysis of FACS-purified subpopulations, total RNA was isolated from 250 cells (or fewer; see Table S9) using the RNeasy MinElute kit (QIAGEN, 74204). RNA extraction was performed according to the manufacturer's protocol with an additional DNase digest step between two washes with 350 µl RW1. Therefore, reaction mixes of 10 µl DNase I (QIAGEN, 79254) and 1 µl (=10 U) DNase I (Roche, 4716728001) in 70 µl buffer RDD (QIAGEN, 1011132) were applied to the spin columns for a 15 min incubation at room temperature. Membranes were air dried for 10 min to remove the remains of ethanol and eluted in 15 µl H_2_O.

Sequencing libraries were prepared using the Ovation SoLo RNA-seq system (NuGEN) according to the manufacturer's recommendations, starting at step A.9 with 12 µl purified DNA. After each amplification step, libraries were quantified with the Qubit the High Sensibility DNA assay (Thermo Fisher Scientific, 12102). Library size was validated using DNA High Sensitivity Bioanalyzer chips (Agilent, 5067-4626).

cDNA library pools (150 nmol in 15 µl) with 16 bp barcode length (8 bp barcode+8 bp UMI) were sequenced on using the Illumina HiSeq4000 (for E8.5/E9.5 NotoP, MP and Noto trunk) or NextSeq 2000 (for Noto^diff^, MP^diff^, NMP^diff^) platforms.

Prior to mapping, the first five nucleotides of the forward and reverse reads were trimmed using fastx_trimmer (http://hannonlab.cshl.edu/fastx_toolkit/index.html) according to the manufacturer's instructions (NuGEN). The resulting reads were mapped to chromosomes 1-19, X, Y and M of the mouse mm10 genome using TopHat2 (v2.1.1) and bowtie (v1.2.2) (Kim et al., 2013; Langmead et al., 2009) and the RefSeq annotation in gtf format (UCSC), providing the options ‘--no-coverage-search --no-mixed --no-discordant -g1 --mate-inner-dist 250 --mate-std-dev 100 --library-type fr-secondstrand’. Read duplications resulting from the PCR amplification of the library were removed using the NuDup deduplication script provided by NuGEN (https://github.com/tecangenomics/nudup/). Wiggle files were generated with BEDTools version 2.23.0 (Quinlan and Hall, 2010), converted to bigwig format and visualized in the Integrated Genome Browser (Freese et al., 2016). FPKM values were calculated using Cufflinks version 2.2.1 (Trapnell et al., 2013) with options ‘-u --no-effective-length-correction -b’. Using FPKM values, per gene normalization, generation of heatmaps and non-hierarchical clustering of samples was performed in MeV (Howe et al., 2011).

### Gene set comparison

For comparison with our NotoP gene set, we obtained published microarray (Tamplin et al., 2011; Wymeersch et al., 2019) and RNA-seq datasets (Peck et al., 2017). For the former, we used the provided lists of notochord-specific genes (Tamplin et al.) or genes enriched in E8.5 rostral node and node-streak border relative to remaining E8.5 samples (‘extended spatial analysis’ in Wymeersch et al.). Gene annotations not found in our dataset were converted. For the Tamplin et al. dataset, seven genes (*Defcr-rs2*, *EG639426*, *ENSMUSG00000074335*, *H3073F06*, *LOC672711*, *LOC674134* and *Pkd1l1*), and for the Wymeersch et al. dataset 12 genes (*4930533K18Rik*, *B930045J24Rik*, *Defa1*, *Defcr-rs10*, *Defcr-rs2*, *LOC100040592*, *LOC100044289*, *LOC100046120*, *LOC100048721*, *LOC381284*, *OTTMUSG00000017677* and *scl0003799.1_2*) were not found in our mm10 RefSeq annotation. These genes were removed from the comparative analysis.

The RNA-seq dataset was mapped to chromosomes 1-19, X, Y and M of the mouse mm10 genome using TopHat2 (v2.1.1) and bowtie (v1.2.2) (Kim et al., 2013; Langmead et al., 2009) and the RefSeq annotation in gtf format (UCSC), using the options ‘--no-coverage-search -g1 --library-type fr-firststrand’. FPKM values and differential gene expression were calculated using Cufflinks version 2.2.1 (Trapnell et al., 2013) with the options ‘-u --no-effective-length-correction -b’. We then selected genes with an adjusted *P*-value of <0.01 and a >4-fold increased expression in the notochord of E12.5 embryos compared with nucleus pulposus from postnatal day 0, resulting in 429 differentially expressed genes. The four gene sets were then plotted using nVennR (Perez-Silva et al., 2018).

### qPCR

For the qPCR analysis of different T^mC^/Noto^mT^/Foxa2^EGFP^ populations by FACS, 20,000 cells were sorted for each sample, with the exception of P7 in Dox^+^ d3 (4994 cells), P10 in Dox^+^ d3 (9977 cells) and d3.25 (12,297 cells), and P11 in Dox^+^ d3.5 (15,299 cells). For P11 in Dox^+^ d3 and d3.25, not enough cells were present to be sorted. The RNA was extracted as described for RNA-seq. For cDNA synthesis, 14 μl of each sample was reverse-transcribed using the QuantiTect Reverse Transcription Kit (QIAGEN, 205311) according to the manufacturer's instructions, including the optional increased incubation time of 30 min at 42°C. The resulting cDNA was then diluted with H_2_O, adjusted to the amount of cells that were sorted in each sample. qPCR was performed on a StepOnePlus (Thermo Fisher Scientific) system using the GoTaq qPCR premix (Promega, A6001) according to the manufacturers' recommendations. Each sample and primer combination was loaded in triplicate. Primer sequences are listed in Table S7. Potential residual genomic DNA contamination was first tested using a primer pair detecting genomic DNA in a gene desert region and a melt curve analysis was performed for all reactions to control for potential off-target amplifications. The quantification was performed using StepOne Software v2.3 using the relative quantification (ΔΔCt) method. The −Dox P4 sample at d3 served as the reference sample for all calculations. Expression values were normalized using *Pmm2* was as a reference gene.

### ATAC-seq

ATAC-seq experiments were conducted following an established protocol (Buenrostro et al., 2013). A total of 2000 cells were utilized per ATAC-seq experiment. After FACS sorting, the cells were centrifuged (100 ***g*** for 5 min at 4°C) and the resulting pellets were resuspended in 50 μl of lysis buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40) before being subjected to centrifugation at 500 ***g*** at 4°C for 10 min. The supernatant was discarded, and each pellet was then resuspended in the transposition reaction mix (25 μl 2× TD buffer, 2.5 μl Tn5 transposase, 22 μl H_2_O), followed by incubation at 37°C for 30 min. Subsequently, the reaction was halted by adding PB buffer (QIAGEN), and the tagmented DNA was purified using the MinElute kit (QIAGEN). The purified DNA was combined with ATAC index PCR primers and 2× Kapa HiFi Hotstart Readymix and subjected to pre-amplification (98°C for 30 s, followed by eight cycles of 98°C for 10 s, 63°C for 30 s, and 72°C for 1 min) in a 50 μl reaction volume. To determine the optimal number of additional cycles and prevent overamplification, 5 μl of the pre-amplification mix was combined with primers, 1× Evagreen Sybr green (Jena Biosciences), and 2× Kapa HiFi Hotstart Readymix in a 15 μl total volume and subjected to 30 cycles on a StepOne Plus instrument. The remaining pre-amplified samples (45 μl) were subjected to an additional seven (NotoP sample) or six (MP sample) cycles, resulting in a total of 15 (NotoP sample) or 14 (MP sample) cycles. The libraries were purified using MinElute columns (QIAGEN), and the concentration was determined using the DNA HS Qubit assay (Life Technologies). Approximately 4 ng of each library was subjected to DNA HS Bioanalyzer chip (Agilent) to assess library size and calculate molarities. The samples were pooled and subjected to paired-end sequencing on an Illumina NovaSeq 6000 platform with 2×100 bp read length.

### ChIP-seq

For histone ChIP-seq on sorted NotoP^diff^ and MP^diff^ cells, the iDeal ChIP-Seq kit (Diagenode) was used according to the manufacturer's instructions. Approximately 200,000 cells were used per ChIP. ChIP on bulk d4 *in vitro*-differentiated notochord-like cells for the identification of T- and Foxa2-binding sites was performed as described previously (Koch et al., 2011). Antibodies are listed in Table S8. ChIP-Seq sequencing libraries were generated using the TrueSeq ChIP-Seq kit (Ilumina) following the manufacturer's instructions with minor modifications. After adapter ligation, 0.95× of AMPure XP beads (Beckman Coulter, A63880) were used for a single purification and the DNA was eluted using 15 µl of resuspension buffer (RSB, Illumina). After the addition of 1 µl primer mix (25 mM each; Primer 1: 5′-AATGATACGGCGACCACCGA*G-3′; Primer 2: 5′-CAAGCAGAAGACGGCATACGA*G-3′) and 15 µl 2× Kapa HiFi HotStart Ready Mix (Kapa Biosystems), amplification was performed for 45 s at 98°C; five cycles of 15 s at 98°C, 30 s at 63°C and 30 s at 72°C; and a final 1 min incubation at 72°C. The PCR products were purified using 0.95× of beads and eluted using 21 µl of RSB. Libraries were directly amplified for an additional 13 cycles and purified using AMPure XP beads. The libraries were quantified using the Qubit DNA HS assay and the library size was validated using DNA HS bioanalyzer chips (Agilent, 5067-4626). The samples were pooled and subjected to paired-end sequencing on an Illumina NextSeq 500 platform with 2×75 bp read length.

Reads were mapped to chromosomes 1-19, X, Y and M of the mouse mm10 genome using bowtie version 1.3.1 (Langmead et al., 2009), providing the options ‘ -y -m 1 -S -I 100 -X 500’. The mapping information of the paired-end reads was used to elongate each fragment to its original size using a custom perl script, with the result stored as a BED file. Reads were then sorted and deduplicated such that only one fragment with the same starting and end position was retained. For visualization, wiggle files were generated with BEDTools version 2.23.0 (Quinlan and Hall, 2010), converted to bigwig format and analyzed in the Integrated Genome Browser (Freese et al., 2016).

Peak detection was performed using MACS version 3.0.0b1 (https://github.com/macs3-project/MACS) using the elongated and deduplicated bed files as inputs and setting a q-value cutoff of 0.1.

### ATAC-seq data processing

For ATAC-seq mapping, adapters were detected and removed using fastq-mcf of ea-utils (https://github.com/ExpressionAnalysis/ea-utils, version 1.04.738 was used) and mapped to chromosomes 1-19, X, Y and M of the mouse mm10 using bowtie (Langmead, et al., 2009) version 1.3.1), with the options ‘-y -m 1 -S -X 2000 --allow-contain’. Mapped paired-end reads were converted to a bed file by generating the original fragment using a custom perl script and duplicates were removed such that only one fragment with the same starting and end position was retained. Owing to the repetitive nature of the Y chromosome and non-informative mitochondrial genome, reads mapped to either of them were removed and .wig files were generated using BEDTools and converted to bigwig format.

### Differential ATAC-seq analysis

In order to identify regions with differential accessibilities between the NotoP and MP samples, we employed diffReps version 1.55.4 (Shen et al., 2013), using the elongated and deduplicated ATAC-NotoP and ATAC-MP samples as treatment and control, respectively. We used the default parameters, with the exception of performing the statistical analysis using a G-test (‘--meth gt’) and disabling the DNA fragment shifting (‘--frag 0’) owing to the use of already elongated reads. This resulted in 16,680 regions that displayed either a significantly higher (more open in NotoPs) or lower (more open in MPs) accessibility. We then removed all those regions overlapping known promotors (mm10 UCSC refseq genes), defined as ±5 kb from known transcription start sites, resulting in 13,890 differential regions.

### Transcription factor peaks overlaps

In order to avoid inclusion of transcription factor peaks that fall within regions displaying mapping artifacts in ATAC-seq data, we removed all peaks falling within those 35 previously identified regions (Koch et al., 2017; Buenrostro et al., 2015). We then overlapped the peak regions of the T-NMPdiff, T-NotoPdiff and Foxa2-NotoPdiff datasets to obtain all seven possible combinatorial binding profiles. We then used the single bp maxima of each peak and intersected those with ATAC regions displaying a significant increase in accessibility in NotoP cells. Finally, each peak was assigned potential target genes depending on the binding location. Intergenic peaks (at least 5 kb away from any gene annotation) were assigned to both the closest up- and downstream gene, whereas genic peaks (those located between −5 kb of the promoter and +5 kb after the gene end) were assigned to that gene (or multiple in case of overlapping genes) as well as the closest up- and downstream gene.

### Heatmaps and average profiles

Heatmaps and average profiles were generated using SeqMINER (Ye et al., 2011). For plotting the ATAC-seq NotoP versus MP comparison, the reference bed files were generated by using the center of differential ATAC regions and sorting them by the generated diffReps *P*-values. For plotting the T, Foxa2, H3K27ac and ATAC profiles, we used the peak maxima of T-NMP^diff^, T-NotoP^diff^ or Foxa2-NotoP^diff^ (in that respective order if present) and sorted the peaks first by the seven different combinations and then randomized the peaks within each category. The corresponding elongated and deduplicated bed files were used as inputs and hence set the extension size to 0.

### UpSet plot

The UpSet plot was generated using UpSetR (Conway et al., 2017) to visualize associations between peak categories and associated genes.

### Note added in proof

While this work was prepared for publication, complementary work dissecting the regulatory landscape of the *T* locus with respect to notochord control elements was reported on the bioRxiv preprint website (Kemmler et al., 2023 preprint). In this work, the notochord enhancers *TNE*, *TNE2* and *TE7* were termed *T3*, *C* and *I*, respectively. The genomic fragments defining these enhancers are different from ours, but with considerable overlaps.

## Supplementary Material

Click here for additional data file.

10.1242/develop.202111_sup1 Supplementary information Click here for additional data file.

Table S1. Relative Expression values (FPKM) for RNA-seq samples. Click here for additional data file.

Table S2. Intersections of notochord gene sets shown in Figure S2C. Click here for additional data file.

Table S3. List of the 3728 candidate enhancers identified by differential ATAC-seqand TF binding analysis. Click here for additional data file.

Table S4. List of the 319 notochord genes with and number of associated enhancercategories. Click here for additional data file.

# Supplementary material for: Genome-wide identification of notochord enhancers comprising the regulatory landscape of the brachyury locus in mouse
**Source:** Development. 2023 Nov 9;150(22):dev202111. doi: 10.1242/dev.202111
**Supplement:** Supplementary information

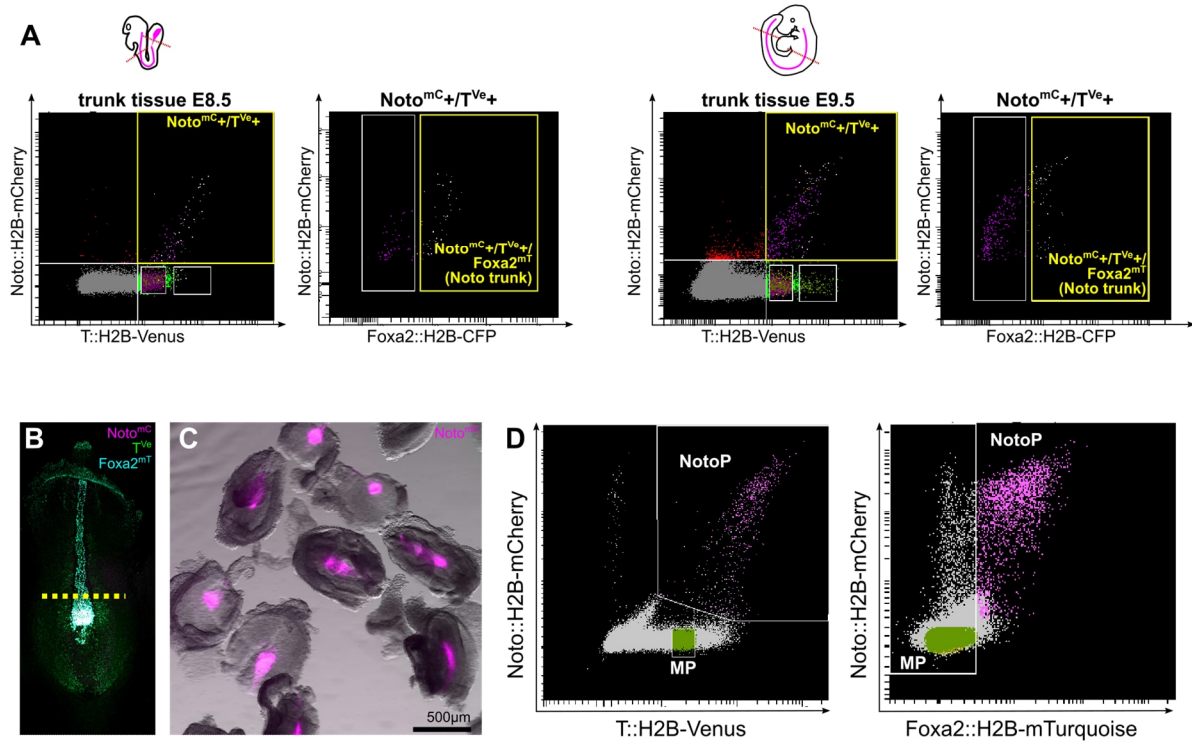

**Fig. S1. Generation of ATAC-seq data from subpopulations from E8.5 caudal ends.**(A) FACS profile with subpopulations based on Noto<sup>mC</sup>/T<sup>Ve</sup>/Foxa2<sup>mT</sup> reporter expression used for sorting of subpopulations for transcriptome analysis of trunk notochord (Noto trunk). **(B-D)** Workflow for sample preparation and FACS for ATAC-seq. **(B)** Maximum intensity projection of a E8.5 embryo generated from the Noto<sup>mC</sup>/T<sup>Ve</sup>/Foxa2<sup>mT</sup> mESC line. Caudal ends were dissected from E8.5 embryos at the somite border indicated by the yellow dotted line. **(C)** Isolated caudal ends used for the experiment. **(D)** FACS profile with subpopulations based on Noto<sup>mC</sup>/T<sup>Ve</sup>/Foxa2<sup>mT</sup> reporter expression.

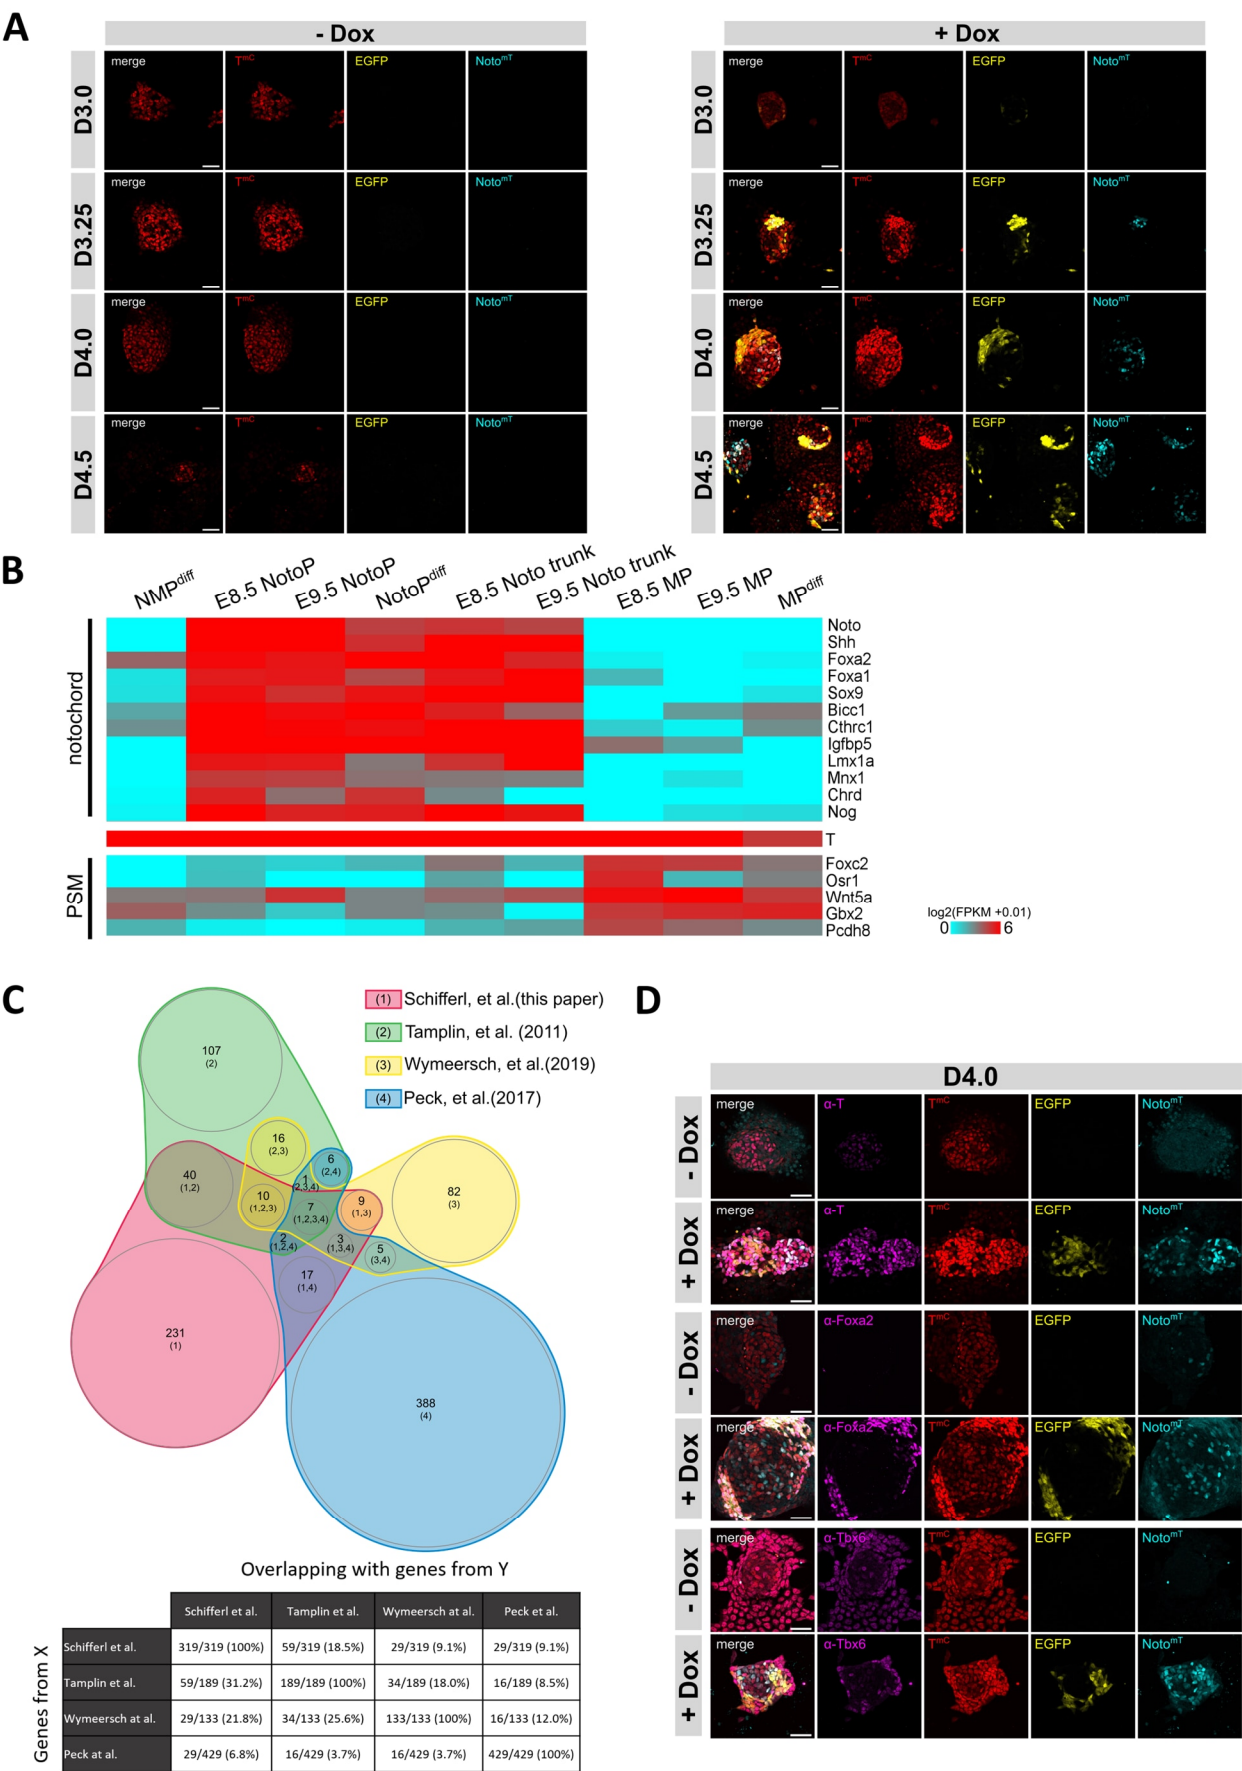

Fig. S2. Validation of *in vitro* derived NotoPs.

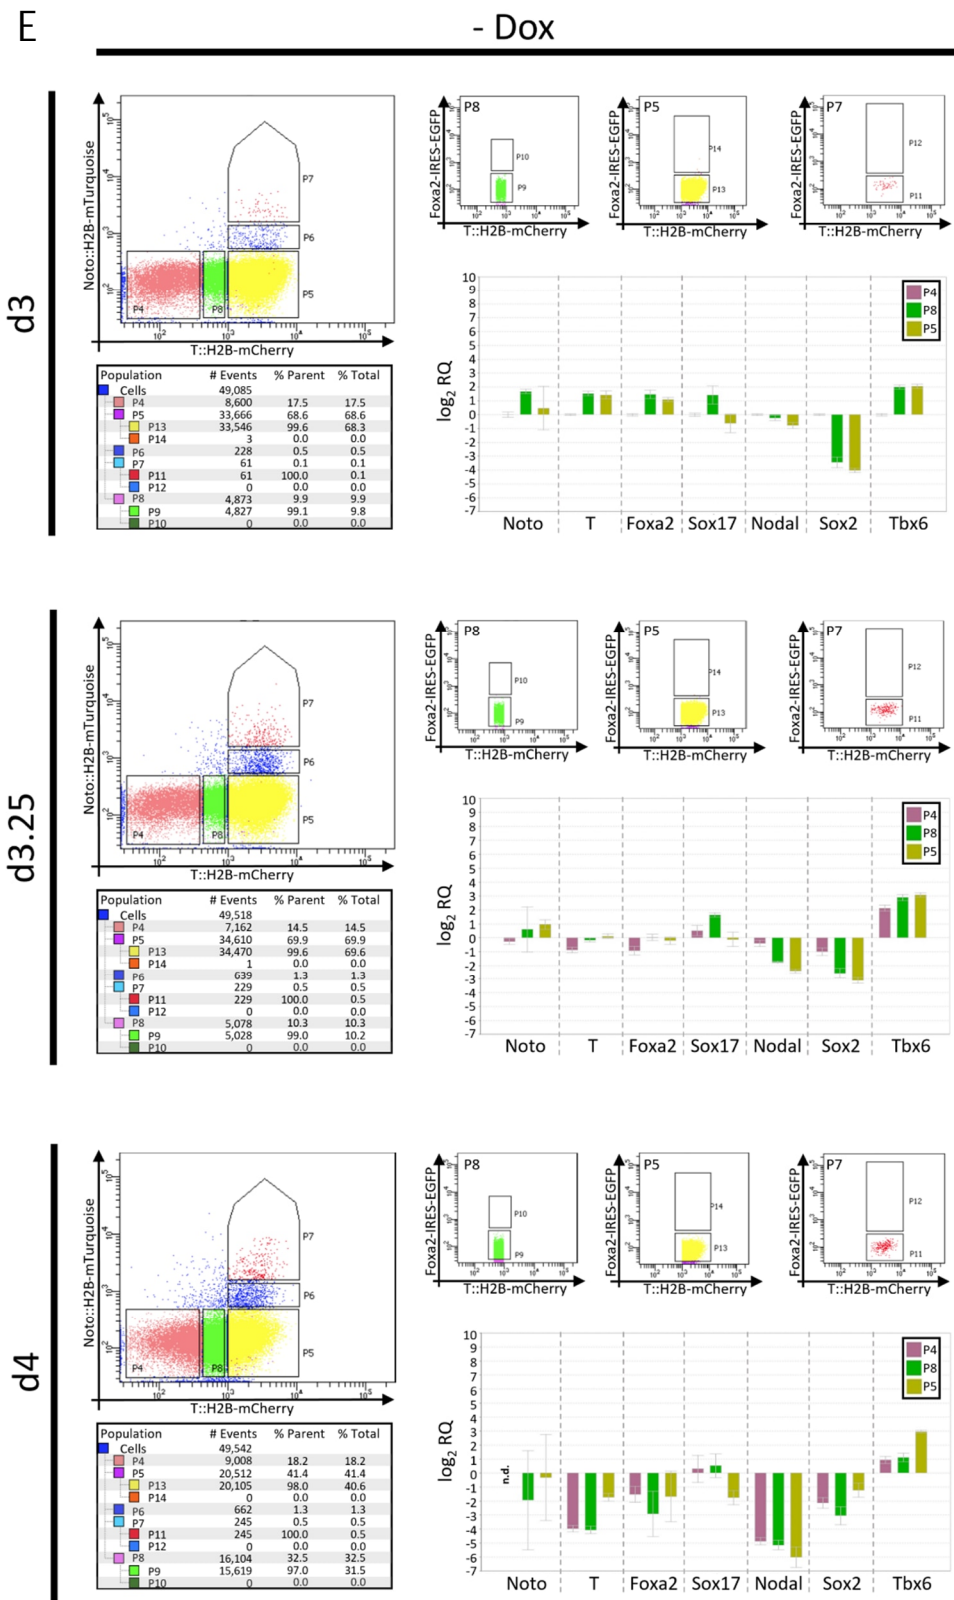

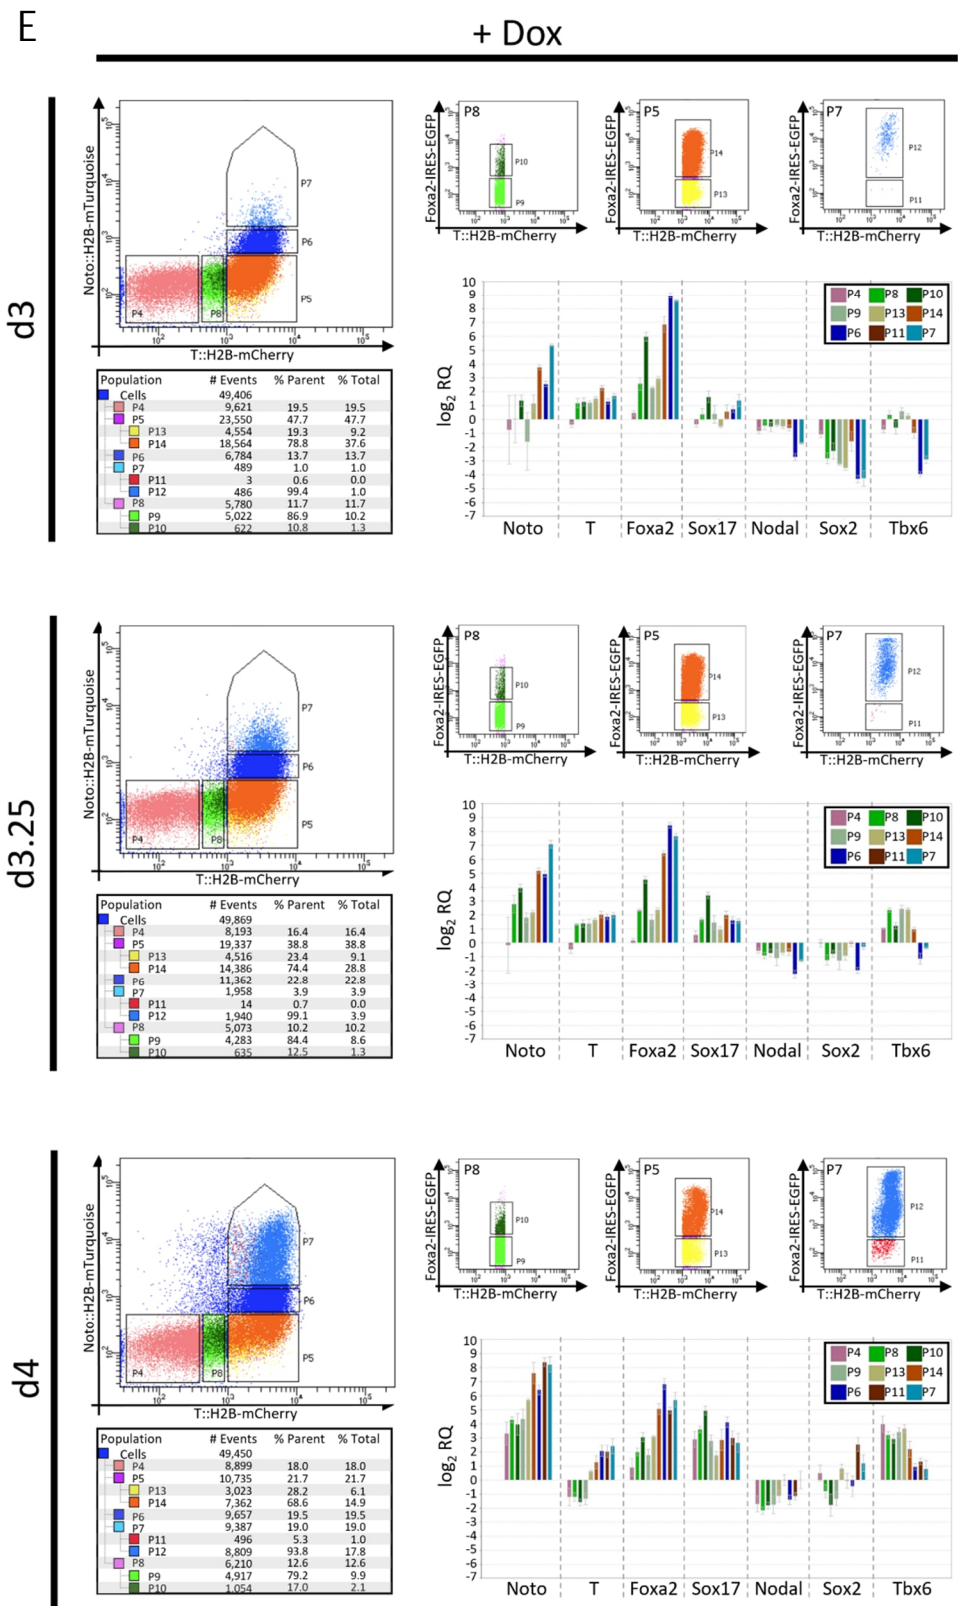

Fig. S2. Validation of *in vitro* derived NotoPs.

**Fig. S2. Validation of *in vitro* derived NotoPs.**

**(A)** Images of differentiated colonies acquired by confocal microscopy without and with doxycycline (Dox) induced *Foxa2* expression. Scale bar = 50  $\mu$ m. **(B)** Log transformed FPKM values of selected marker genes across analyzed samples. **(C)** Top: Venn diagram showing the intersections between the NotoP gene set determined in this study and gene sets from previously published studies. Tamplin et al (2011): 189 genes enriched in E8.5 Noto-GFP+ vs. Noto-GFP- cells (microarray). Wymeersch et al (2019): 133 genes enriched in E8.5 node streak border and rostral node vs. remaining samples (microarray). Peck et al (2017): 429 genes enriched in E12.5 Shh-Cre+ notochord vs. P0 Shh-Cre+ nucleus pulposus (RNA-seq). Bottom: Table showing the pairwise overlap of datasets. The genes in the individual groups are listed in Supplementary Table S2. **(D)** Images of differentiated colonies with immunofluorescence for T, *Foxa2* or *Tbx6* acquired by confocal microscopy. Scale bar = 50  $\mu$ m. **(E)** Time course FACS profiles and qPCR for marker genes on cDNA isolated from sorted subpopulations during differentiation with and without Dox-induction. NMP<sup>diff</sup>, MP<sup>diff</sup> or NotoP<sup>diff</sup> cells used for ChIP-seq/RNA-seq experiments are derived from cell populations P5 d3.0 -Dox, P5 d4.0 -Dox, or P7 d4.0 +Dox, respectively. The NotoP<sup>diff</sup> cell number of P7 (+Dox) is increasing from d3 to d4 and characterized by increasing Noto expression as well as high T and *Foxa2* expression. The NMP<sup>diff</sup> cell population P5 (d3, -Dox) is decreasing in number and differentiating to MP<sup>diff</sup> (P5, -Dox) on d4, characterized by increasing *Tbx6* and parallel decreasing *T* expression. *Nodal* expression decreases in all cell populations, however reaching initial levels again in P7 at d4. *Sox17* expression is highest in P10 (d4, +Dox), which might represent a small subpopulation of endodermal cells (2.1% of total). All qPCR data were calculated relative to the expression level of the respective gene in T<sup>Ve</sup> negative cells (d3, -Dox). Error bars indicate the 95% confidence interval of 2-3 technical replicates.

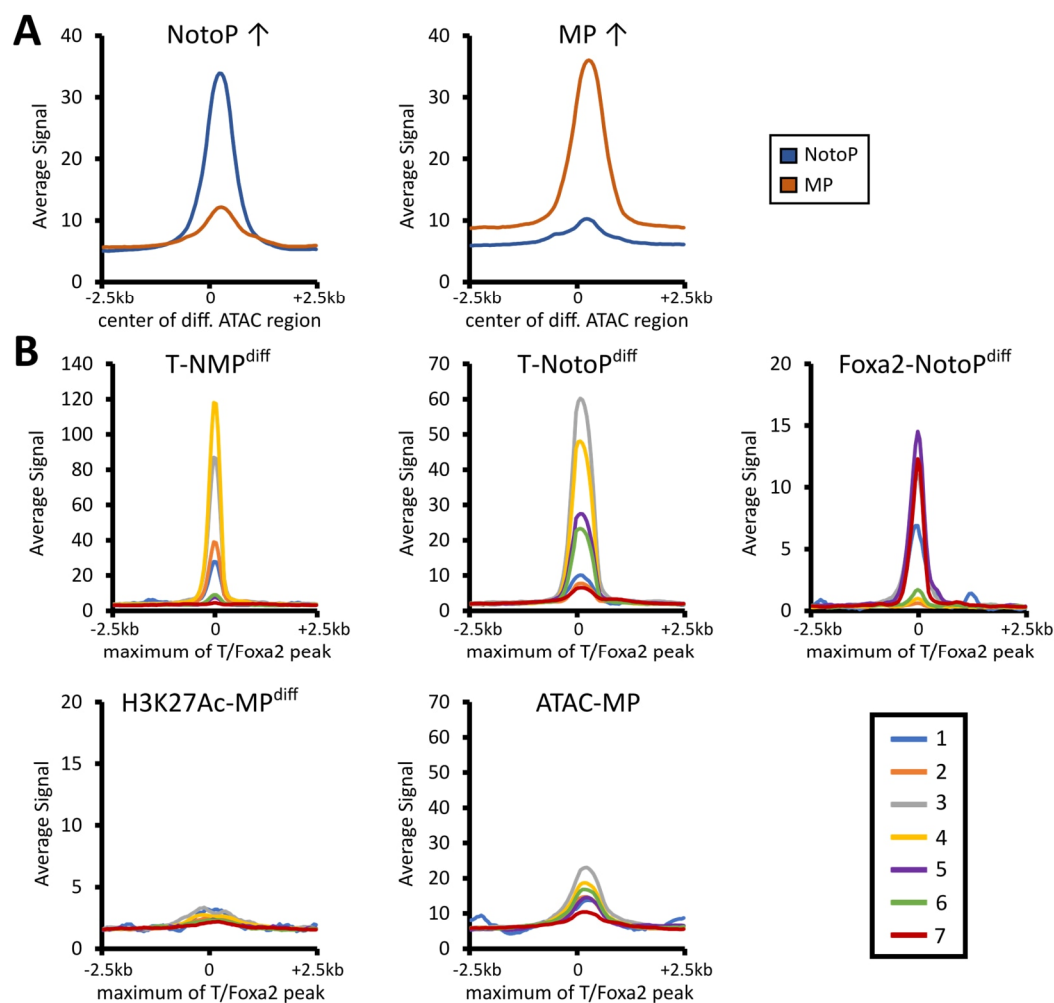

**Fig. S3. Average Profiles genome-wide ATAC- and ChIP-seq datasets.**

(A) ATAC-seq signal in NotoP (blue) and MP (orange) cells around differential ATAC regions displaying higher accessibility in NotoP (left) or MP (right) cells. (B) Remaining average profiles of ATAC- and ChIP-seq datasets for the different enhancer categories.

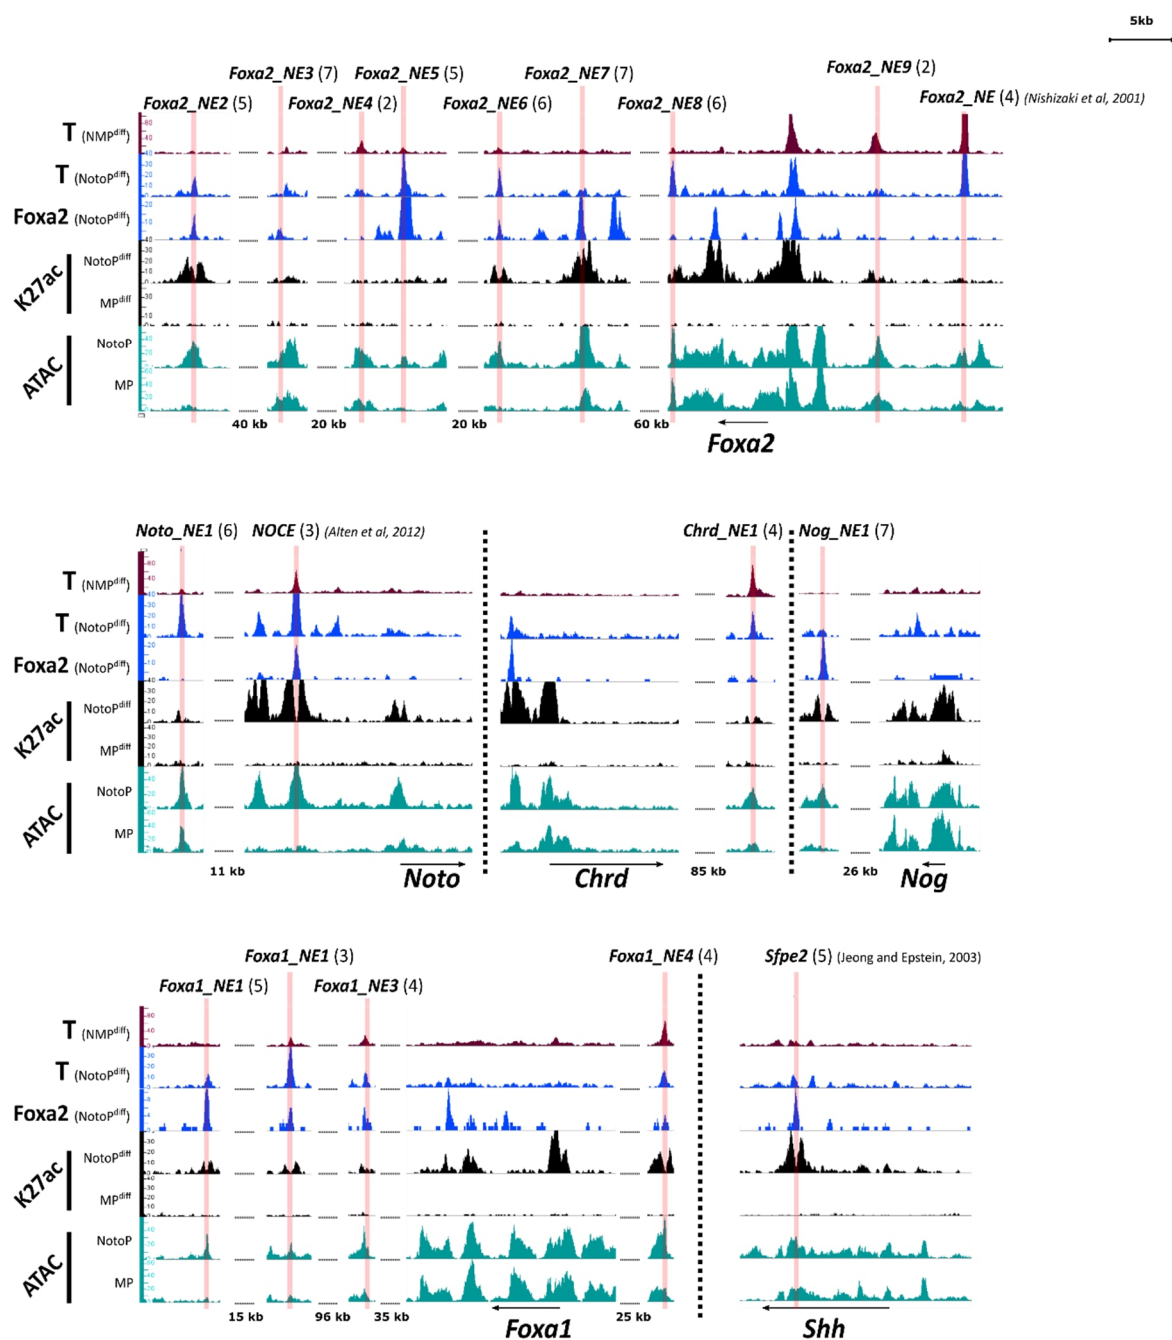

**Fig. S4. Genome browser screenshots of identified enhancers at important notochord genes.**

Genome browser snapshots showing loci of notochord genes with tracks for TF ChIP-seq, H3K27ac ChIP-seq and ATAC-Seq. Track maxima are normalized to the number of mapped reads for each antibody and ATAC experiment. Elements identified in this study are highlighted in red. The number in brackets indicates the enhancer category as shown in Fig.2B.

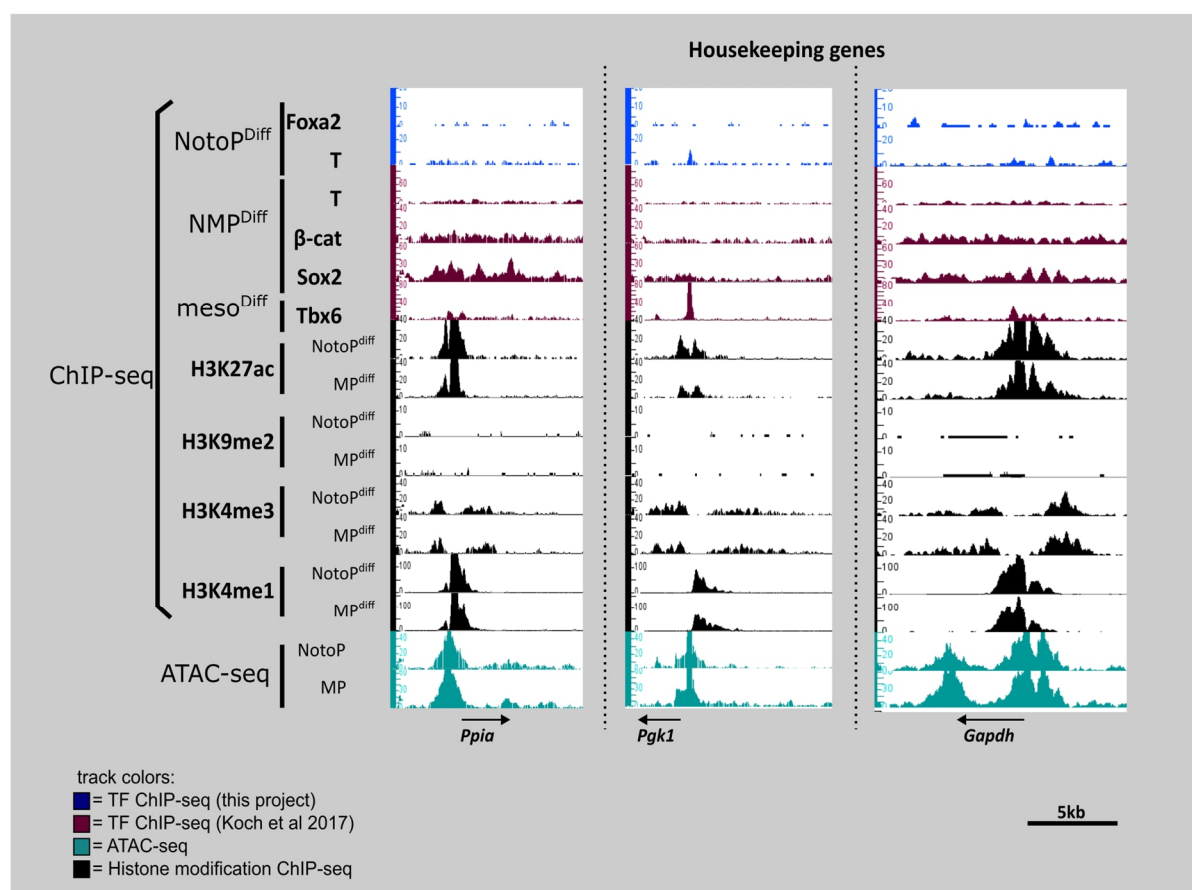

**Fig. S5. Genome browser screenshots of exemplary housekeeping loci.**

Genome browser snapshots showing loci of housekeeping genes with tracks for TF ChIP-seq, Histone 3 ChIP-seq and ATAC-seq. Track maxima are normalized to the number of mapped reads for each antibody and ATAC experiment. The same normalization was used in Figures 3,4, S4 and S5.

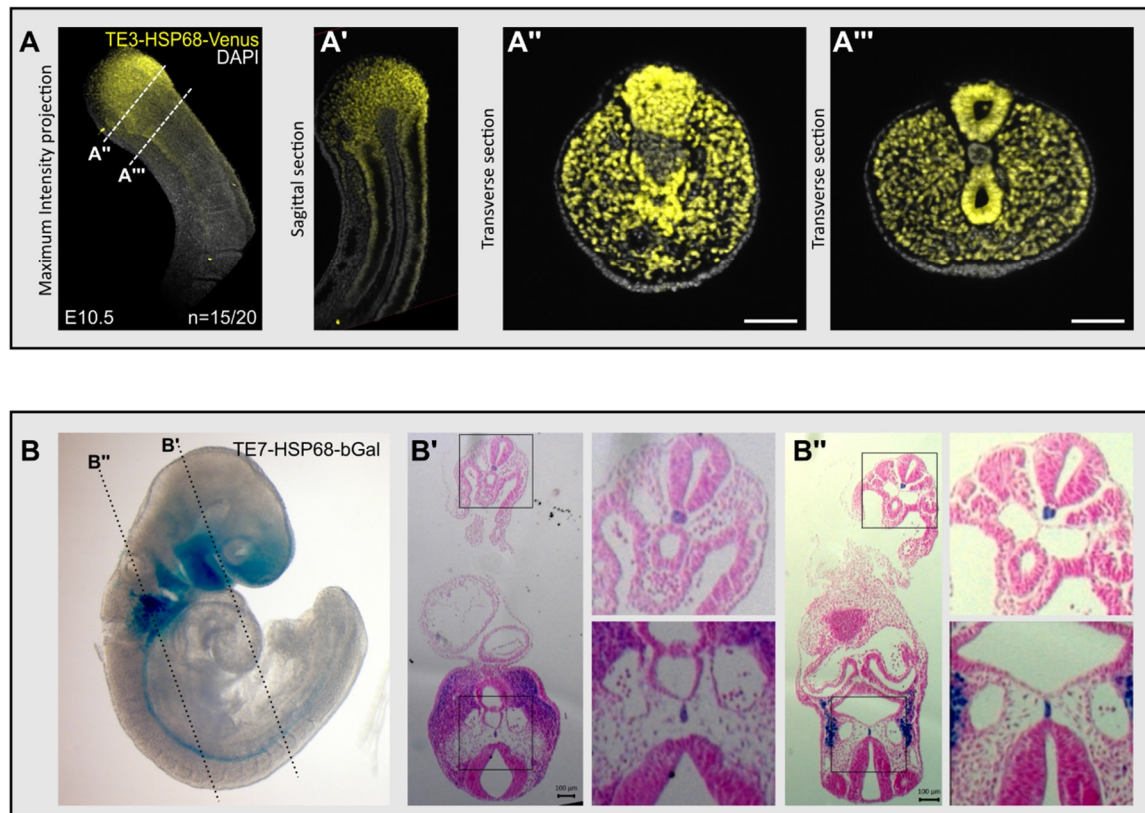

**Fig. S6. Activity assays of enhancer elements in the murine *T* locus.**

**(A)** Light sheet micrograph of *TE3*-driven Venus reporter expression in the tail bud of a E10.5 embryo. Nuclei stained with DAPI (grey). Left: maximum intensity projection. **(A')** Sagittal optical midline section showing activity in paraxial mesoderm, posterior neural tube and hindgut pocket. **(A''-A''')** Transverse optical sections acquired by light sheet microscopy at the axial levels indicated in (A). Scale bar = 100µm. **(B)** *TE7*-driven galactosidase activity visualized in a E9.25 embryo. Dotted lines indicate the axial position of transverse histological sections with eosin staining shown in **(B'-B'')**.

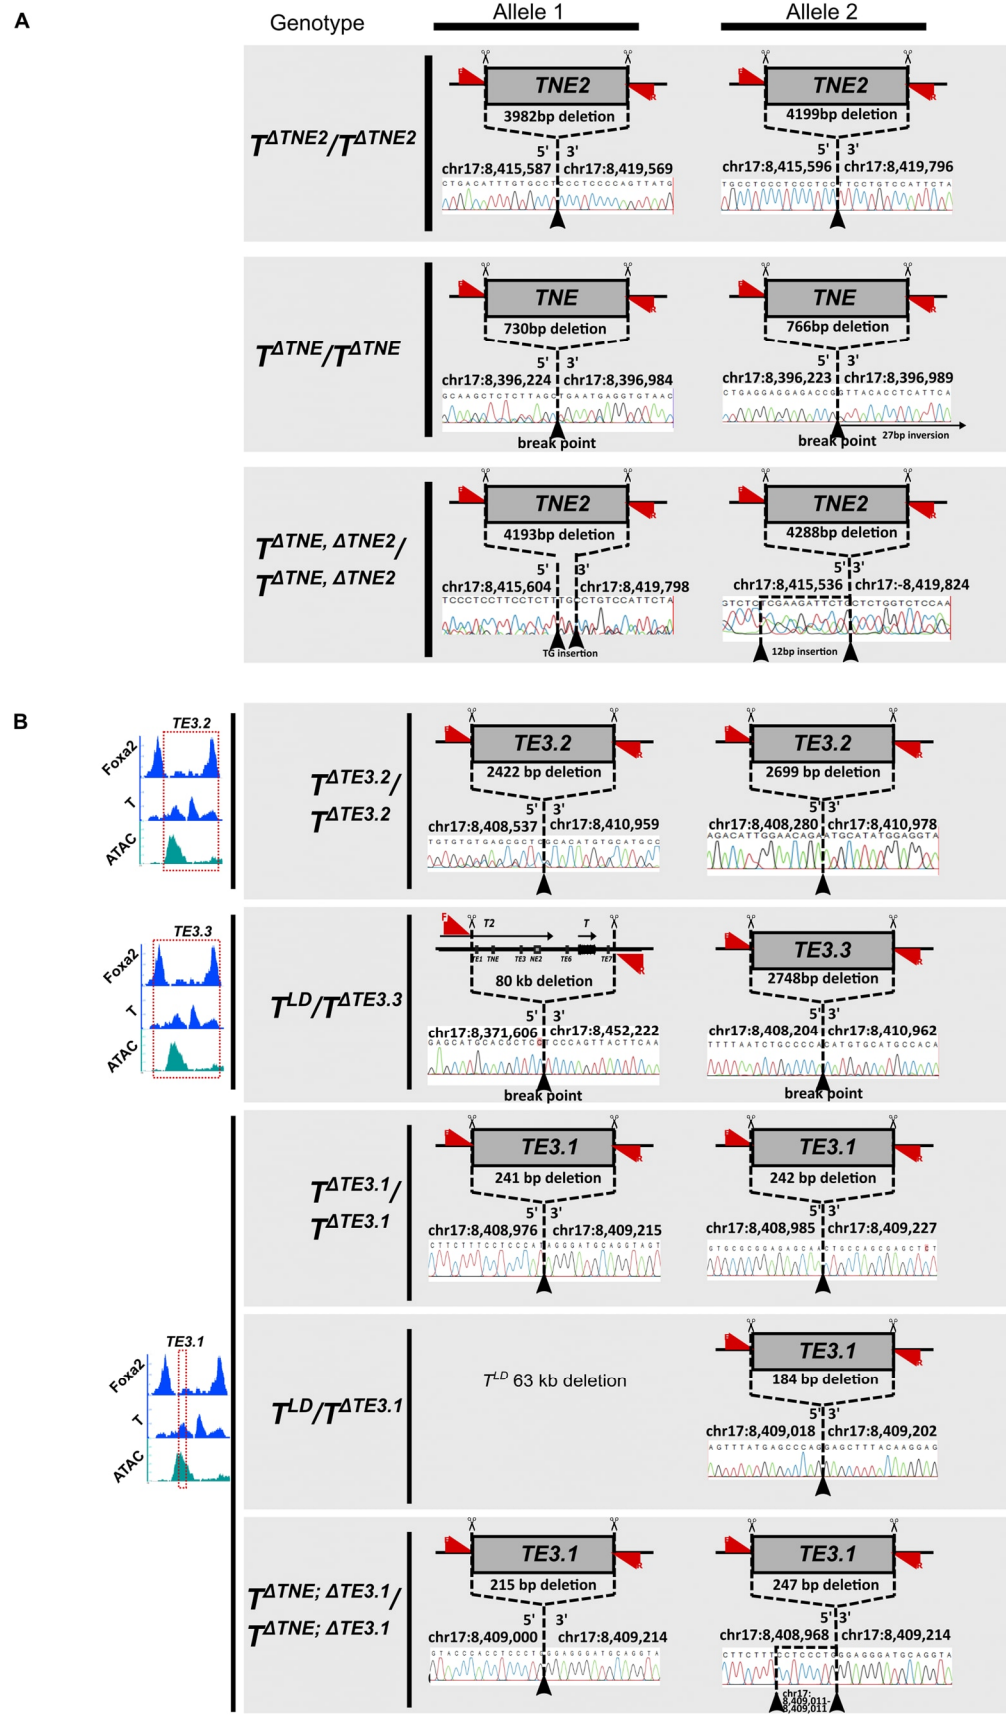

Fig. S7. Genotyping of Deletions

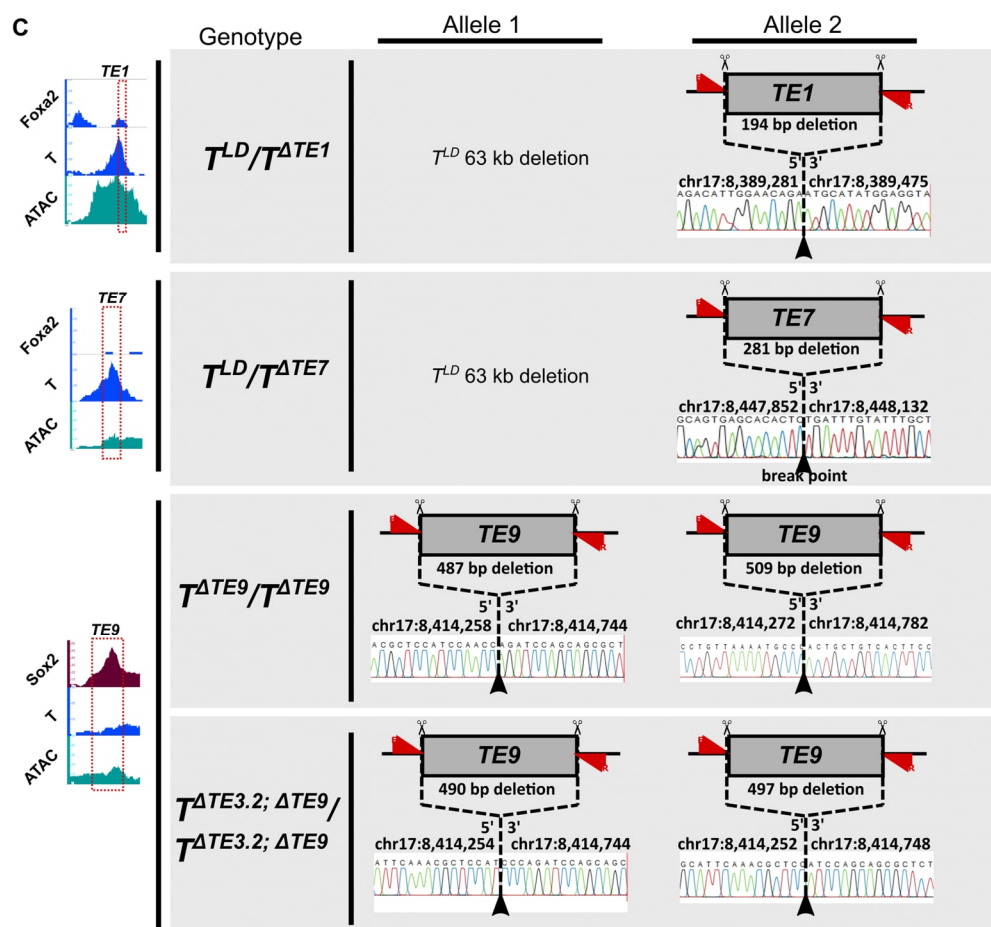

**Fig. S7. Genotyping of Deletions**

Red arrows indicate the position of the forward (F) and reverse (R) primers used for genotyping by PCR, not to scale. Scissors icons indicate the approximate positions of gRNA target sites. The dotted lines converging at the break points mark the CRISPR/Cas9 mediated deletions. The coordinates (mm10) of the bordering 5' and 3' edges of the respective deletions are specified next to the break point(s). Sanger sequencing tracks of enhancer mutant PCR fragment or subcloned PCR fragments in case of double deletions show the region flanking the deletions. For each genotype at least two clones were generated and checked for phenotypic identity. **(A)** TNE and TNE2 mutants shown in Main Figure 4. **(B)** TE3 mutants. **(C)** TE1, TE7 and TE9 mutants. The  $T^{LD}$  mutant was reported previously (Schifferl et al, 2021).

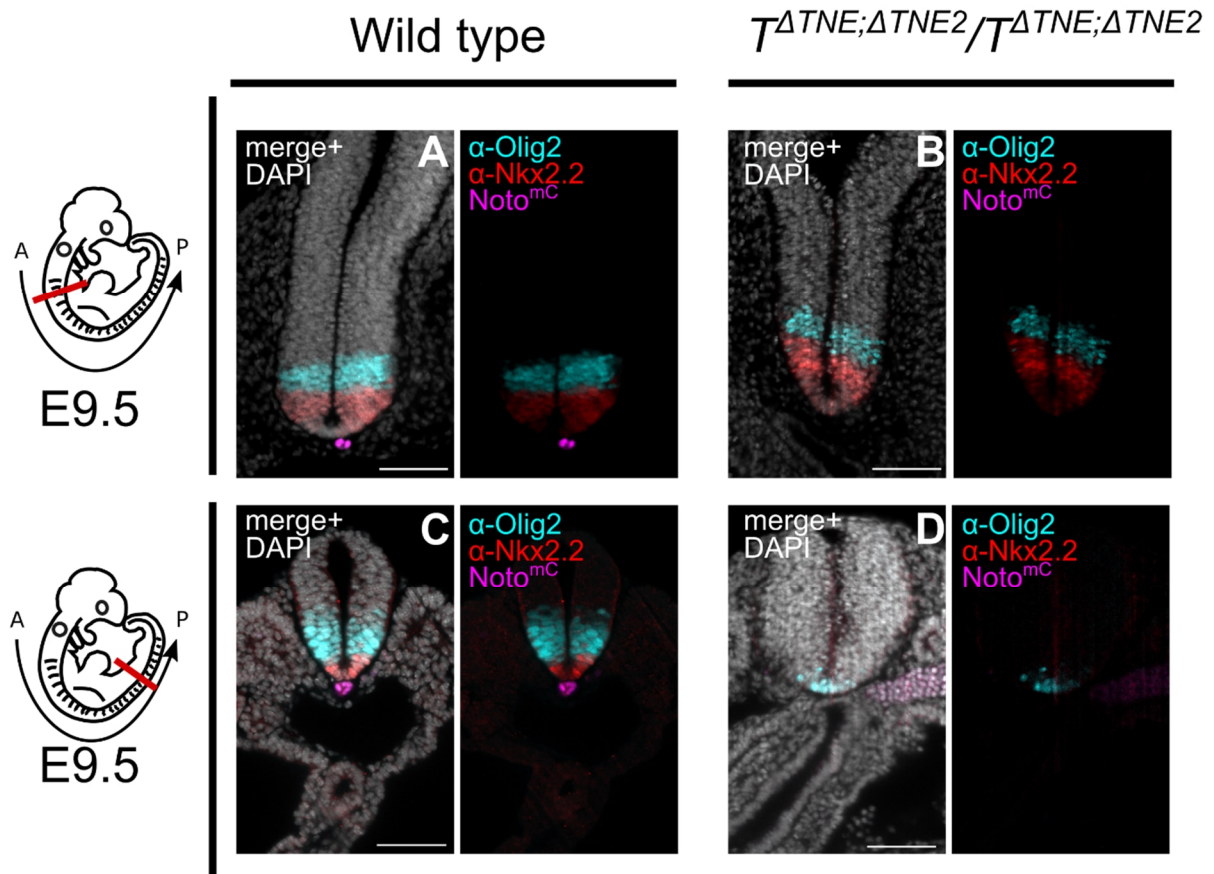

**Fig. S8. Loss of trunk notochord in *TNE; TNE2* double enhancer mutants leads to neural tube patterning defects.**

Light sheet micrographs of wild type and mutant embryos with immunofluorescence for Olig2 (blue) and Nkx2.2 (red). Transversal optical sections at different axial positions at E9.75 as indicated in the schematic on the left. **(A-B):** Cervical. **(C-D):** Lumbar. Scale bar = 100  $\mu$ m.

**Table S1. Relative Expression values (FPKM) for RNA-seq samples.**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202111#supplementary-data>

**Table S2. Intersections of notochord gene sets shown in Figure S2C.**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202111#supplementary-data>

**Table S3. List of the 3728 candidate enhancers identified by differential ATAC-seq and TF binding analysis.**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202111#supplementary-data>

**Table S4. List of the 319 notochord genes with and number of associated enhancer categories.**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202111#supplementary-data>

**Table S5. Cell lines used in this work**

| modification                                               | parental clone                           | construct                                                                                  | transfection method | selection                           | purpose                                  | published            |
|------------------------------------------------------------|------------------------------------------|--------------------------------------------------------------------------------------------|---------------------|-------------------------------------|------------------------------------------|----------------------|
| <i>Noto<sup>mC</sup></i>                                   | F1G4 (George et al., 2007)               | Noto::H2B-mCherry-pA-FRT-PGK-hygro-pA-FRT BAC                                              | electroporation     | hygromycin (150µg/ml)               | wild type reference for mutant analysis  | Schifferl et al 2021 |
| <i>Noto<sup>mC</sup>/T<sup>Ve</sup>/Foxa2<sup>mT</sup></i> | <i>Noto<sup>mC</sup></i>                 | T::H2B-Venus-pA-FRT-PGK-neo-pA-FRT BAC<br>Foxa2::H2B-mTurquoise-pA-FRT-PGK-puro-pA-FRT BAC | electroporation     | G418 (250µg/ml), puromycin (1µg/ml) | Derivation of subpopulations for RNA-seq | this study           |
| <i>T<sup>ΔTNE2</sup>/T<sup>ΔTNE2</sup></i>                 | <i>Noto<sup>mC</sup></i>                 | px459-NE2-g1 (transient)<br>px459-NE2-g2 (transient)                                       | lipofectamine       | puromycin (d1-2 2µg/ml; d3 1µg/ml)  | generation of enhancer mutant alleles    | this study           |
| <i>T<sup>ΔTNE</sup>/T<sup>ΔTNE</sup></i>                   | <i>Noto<sup>mC</sup></i>                 | px459-TNE-g1 (transient)<br>px459-TNE-g2 (transient)                                       | lipofectamine       | puromycin (d1-2 2µg/ml; d3 1µg/ml)  | generation of enhancer mutant alleles    | Schifferl et al 2021 |
| <i>T<sup>ΔTNE</sup>; ΔTNE2 / T<sup>ΔTNE</sup>; ΔTNE2</i>   | <i>T<sup>ΔTNE</sup>/T<sup>ΔTNE</sup></i> | px459-NE2-g1 (transient)<br>px459-NE2-g2 (transient)                                       | lipofectamine       | puromycin (d1-2 2µg/ml; d3 1µg/ml)  | generation of enhancer mutant alleles    | this study           |
| <i>R26<sup>RMC</sup></i> (Vidigal et al 2010)              | F1G4 (George et al., 2007)               | loxP-PGK-Hygro-pA-loxP-neo-pA                                                              | electroporation     | hygromycin (150µg/ml)               | parental                                 | Vidigal et al 2010   |
| <i>TRE::Foxa2</i>                                          | <i>R26<sup>RMC</sup></i>                 | pDonor-loxP-TRE-Foxa2-IRES-EGFP-pA-PGK-loxP<br>PGK-Cre                                     | lipofectamine       | G418 (350µg/ml)                     | Foxa2 OE line                            | this study           |
| <i>TRE::Foxa2/T<sup>mC-2A</sup>-rtTA</i>                   | <i>TRE::Foxa2</i>                        | T::H2B-mCherry-T2A-irTA-pA-FRT-PGK-puro-pA-FRT BAC                                         | electroporation     | puromycin (1µg/ml)                  | driver for inducible Foxa2 OE            | this study           |
| <i>TRE::Foxa2/T<sup>mC-2A</sup>-rtTA/Noto<sup>mT</sup></i> | <i>TRE::Foxa2/T<sup>mC-2A</sup>-rtTA</i> | Noto::H2B-mTurquoise-pA-FRT-PGK-Bla-pA-FRT BAC                                             | electroporation     | blasticidin (5µg/ml)                | purification of NotoPs                   | this study           |
| <i>TNE2-HSP68-Venus</i>                                    | <i>R26<sup>RMC</sup></i>                 | pDonor-loxP-NE2-HSP68-Venus-pA-PGK-loxP;<br>PGK-Cre (transient)                            | lipofectamine       | G418 (350µg/ml)                     | enhancer activity assay                  | this study           |
| <i>TE3-HSP68-Venus</i>                                     | <i>R26<sup>RMC</sup></i>                 | pDonor-loxP-TE3-HSP68-Venus-pA-PGK-loxP;<br>PGK-Cre (transient)                            | lipofectamine       | G418 (350µg/ml)                     | enhancer activity assay                  | this study           |
| <i>TE7-HSP68-bGal</i>                                      | <i>R26<sup>RMC</sup></i>                 | pDonor-loxP-TE7-HSP68-bGal-pA-PGK-loxP;<br>PGK-Cre (transient)                             | lipofectamine       | G418 (350µg/ml)                     | enhancer activity assay                  | this study           |

**Table S6. Mutant phenotypes of enhancer knockout lines shown in Fig. S7-8**

| genotype                                                    | deletion (mm10)           | size  | E9.5 notochord phenotype         | E11-12.5 tail outgrowth | embryos analyzed                                 |
|-------------------------------------------------------------|---------------------------|-------|----------------------------------|-------------------------|--------------------------------------------------|
| $T^{\Delta TE3.2}/T^{\Delta TE3.2}$                         | chr17:8,408,537-8,410,959 | 2422  | normal                           | yes                     | 16 (E11.5)                                       |
|                                                             | chr17:8,408,280-8,410,978 | 2699  |                                  |                         |                                                  |
| $T^{LD}/T^{\Delta TE3.3}$                                   | chr17:8,371,606-8,452,222 | 80617 | like parental clone ( $T^{LD}$ ) | yes                     | 10 (E11.5)                                       |
|                                                             | chr17:8,408,204-8,410,962 | 2748  |                                  |                         |                                                  |
| $T^{\Delta TE3.1}/T^{\Delta TE3.1}$                         | chr17:8,408,976-8,409,216 | 241   | normal                           | yes                     | 8 (E10.5)<br>4 (E12.5)<br>4 (E12.5)              |
|                                                             | chr17:8,408,985-8,409,227 | 242   |                                  |                         |                                                  |
| $T^{LD}/T^{\Delta TE3.1}$                                   | chr17:8,389,017-8,451,946 | 63kb  | like parental clone ( $T^{LD}$ ) | yes                     | 10 (E9.5)<br>4 (E11.5)<br>5 (E9.5)<br>4 (E12.5)  |
|                                                             | chr17:8,409,018-8,409,204 | 184   |                                  |                         |                                                  |
| $T^{\Delta TNE; \Delta TE3.1}/T^{\Delta TNE; \Delta TE3.1}$ | chr17:8,409,000-8,409,214 | 215   | like parental clone ( $T^{LD}$ ) | yes                     | 11 (E9.5)<br>12 (E11.5)                          |
|                                                             | chr17:8,408,968-8,409,214 | 247   |                                  |                         |                                                  |
| $T^{LD}/T^{\Delta TE1}$                                     | chr17:8,389,017-8,451,946 | 63kb  | like parental clone ( $T^{LD}$ ) | yes                     | 7 (E9.5)<br>3 (E10.5)                            |
|                                                             | chr17:8,389,281-8,389,475 | 194   |                                  |                         |                                                  |
| $T^{LD}/T^{\Delta TE7}$                                     | chr17:8,389,017-8,451,946 | 63kb  | like parental clone ( $T^{LD}$ ) | yes                     | 11 (E8.5)<br>10 (E9.5)<br>5 (E10.5)<br>1 (E12.5) |
|                                                             | chr17:8,389,017-8,451,946 | 281   |                                  |                         |                                                  |
| $T^{\Delta TE9}/T^{\Delta TE9}$                             | chr17:8,414,258-8,414,744 | 487   | normal                           | yes                     | 25 (E11.5)                                       |
|                                                             | chr17:8,414,273-8,414,782 | 509   |                                  |                         |                                                  |
| $T^{\Delta TE3; \Delta TE9}/T^{\Delta TE3; \Delta TE9}$     | chr17:8,414,254-8,414,744 | 490   | normal                           | yes                     | 9 (E9.5)                                         |
|                                                             | chr17:8,414,252-8,414,749 | 497   |                                  |                         |                                                  |

**Table S7. List of oligonucleotides used for cloning and PCR**

| Name                      | 5'-3' Sequence                                                                        | Purpose                                    |
|---------------------------|---------------------------------------------------------------------------------------|--------------------------------------------|
| TNE2_fw                   | GTGGCCTGTCTAGCTTTGTC                                                                  | <i>T<sup>ΔTNE2</sup></i> CRISPR genotyping |
| TNE2_R                    | CATGTGTGTATCTGTGCG                                                                    | <i>T<sup>ΔTNE2</sup></i> CRISPR genotyping |
| TNE2_g1_top               | CACCGCCATCTCCATTTCGGAAG                                                               | <i>T<sup>ΔTNE2</sup></i> CRISPR genotyping |
| TNE2_g1_bot               | AAACCTTCCGGAAATGGGAGATGGC                                                             | <i>T<sup>ΔTNE2</sup></i> CRISPR genotyping |
| TNE2_g2_top               | caccgTCTAGAATGGACAGGAACGC                                                             | <i>T<sup>ΔTNE2</sup></i> CRISPR genotyping |
| TNE2_g2_bot               | aaacGCGTTCCTGTCCATTCTAGAc                                                             | <i>T<sup>ΔTNE2</sup></i> CRISPR genotyping |
| TNE2_fw_BamHI             | TTTTTGGATCCGTGGCCTGTCTAGCTT<br>TGTC                                                   | Enhancer reporter cloning                  |
| TE3_fw_BamHI              | TTTTTGGATCCCGCGTCCTCAGCCTT<br>TAC                                                     | Enhancer reporter cloning                  |
| TE3_rev_BamHI             | TTTTTCCTAGGGGTTATCAGCCCTCC<br>TCCTG                                                   | Enhancer reporter cloning                  |
| TE7_BamHI_fw_new          | TTTTTGGATCCCACTCTGTCTATGTGG<br>CCC                                                    | Enhancer reporter cloning                  |
| TE7_BamHI_rv_new          | TTTTTCCTAGGCAAATCACCGTGCAA<br>GCC                                                     | Enhancer reporter cloning                  |
| T_5_homology_H2B_F        | TGTTGGGTAGGGAGTCAAGACTCCT<br>GGAAGGTGGAGAGGGTGGCGGGAG<br>GATGCCAGAGCCAGCGAAGTC        | BAC reporter recombineering                |
| T_3_homolgy_FRT_R         | TCCACTCGGTACTGCAGGCTCTTCC<br>CTGCGCTCTCTGTGCCCCGGCGAGCT<br>ATTATGTACCTGACTGATGAAGTTCC | BAC reporter recombineering                |
| T_geno_F                  | GAAGGTGGCTGTTGGGTAGG                                                                  | BAC reporter genotyping                    |
| T_geno_R                  | TCGCAGTTCGCGTTCGGTGG                                                                  | BAC reporter genotyping                    |
| H2B-Venus_R               | GGAATAGCTCTCCTTGCGGC                                                                  | BAC reporter genotyping                    |
| Noto-<br>5_homology_H2B_F | CTCCCATTTAGCTCCTTGACAGCCT<br>GGGAGGTCCCCTCAGGGTTCGCGCA<br>ATGCCAGAACCAGCCAAATC        | BAC reporter genotyping                    |
| Noto_3_homolgy_FRT_<br>R  | GGGCGCAGGCTCCCGGGCTGGACC<br>TGAGTGCCTGAGGGAGCAGGGCTG<br>GATTCCCAAGTACGACGTTGTA        | BAC reporter recombineering                |
| Noto_geno_F               | GGCCTCAATCAGCGATGATTAAG                                                               | BAC reporter genotyping                    |
| Noto_geno_R               | CTGGACCTGAGTGCCTGAG                                                                   | BAC reporter genotyping                    |
| Pmm2_F                    | CCCCTTTCTGAAGCACTCTG                                                                  | qPCR                                       |
| Pmm2_R                    | TAAGGCGTCATTTCCCAAAG                                                                  | qPCR                                       |
| Noto_F                    | ATGTCACTCACCACCAGCAG                                                                  | qPCR                                       |
| Noto_R                    | CAGCTGCTGCAAGTTAAACG                                                                  | qPCR                                       |
| T_F                       | AACTGGTCTAGCCTCGGAGT                                                                  | qPCR                                       |
| T_R                       | CTCACAGACCAGAGACTGGG                                                                  | qPCR                                       |
| Foxa2_F                   | CGAGCACCATTAACGCTTCAAC                                                                | qPCR                                       |
| Foxa2_R                   | AGTGCATGACCTGTTCTGAGGC                                                                | qPCR                                       |
| Sox17_F                   | AGCCATTTCTCCGTGGTGT                                                                   | qPCR                                       |
| Sox17_R                   | AACACTGCTTCTGGCCCTCAG                                                                 | qPCR                                       |
| Nodal_F                   | GGTGGACTTCAACCTGATTGGC                                                                | qPCR                                       |
| Nodal_R                   | GGTTGGTATCGTTTCAGCAGGC                                                                | qPCR                                       |
| Sox2_F                    | TACAGCATGATGCAGGAGCAG                                                                 | qPCR                                       |
| Sox2_R                    | TCATGTAGGTCTGCGAGCTG                                                                  | qPCR                                       |
| Tbx6_F                    | CCTGAGCTTGGAGAACCAGG                                                                  | qPCR                                       |
| Tbx6_R                    | GGCCAGTGAAGTACTCGG                                                                    | qPCR                                       |
| gDNA_control_F            | CCCCTTTCTGAAGCACTCTG                                                                  | qPCR                                       |
| gDNA_control_R            | TAAGGCGTCATTTCCCAAAG                                                                  | qPCR                                       |

**Table S8. Antibodies used for Immunofluorescence and ChIP** References and details on antibody validation are listed on the manufacturer's websites.

| Description                      | Catalog number | Company                   | Host Organism | Concentration        | Application |
|----------------------------------|----------------|---------------------------|---------------|----------------------|-------------|
| $\alpha$ -T                      | #81694         | Cell Signaling Technology | Rabbit        | 1:250 in PBSTB       | IF          |
| $\alpha$ -Sox2                   | AF2018         | R&D                       | Goat          | 1:250 in PBSTB       | IF          |
| $\alpha$ -Foxa2                  | sc-6554        | Santa Cruz                | Goat          | 1:250 in PBSTB       | IF          |
| $\alpha$ -Olig2                  | AF2418         | R&D                       | Goat          | Rabbit               | IF          |
| $\alpha$ -Nkx2.2                 | ab191077       | Abcam                     | Rabbit        | Rabbit               | IF          |
| Alexa Fluor 488 $\alpha$ -Rabbit | ab150073       | Abcam                     | Donkey        | 1:250 in PBSTB       | IF          |
| Alexa Fluor 647 $\alpha$ -Goat   | ab150135       | Abcam                     | Donkey        | 1:250 in PBSTB       | IF          |
| $\alpha$ -T                      | AF2085         | R&D                       | Goat          | 2.5 $\mu$ g reaction | ChIP        |
| $\alpha$ -Foxa2                  | C15410343      | Diagenode                 | Rabbit        | 2.5 $\mu$ g/reaction | ChIP        |
| H3K4me1                          | pAb-194-050    | Diagenode                 | Rabbit        | 1.5 $\mu$ g/reaction | ChIP        |
| H3K4me3                          | ab8580         | abcam                     | Rabbit        | 1.5 $\mu$ g/reaction | ChIP        |
| H3K27ac                          | ab4729         | abcam                     | Rabbit        | 1.5 $\mu$ g/reaction | ChIP        |
| H3K27me3                         | C15410069      | Diagenode                 | Rabbit        | 1.5 $\mu$ g/reaction | ChIP        |
| H3k9me2                          | A90-0042       | Diagenode                 | Rabbit        | 1.5 $\mu$ g/reaction | ChIP        |

**Table S9. RNA-Seq experiments**

| sample                                                                                                    | embryos | cells | de-duplicated mapped reads |
|-----------------------------------------------------------------------------------------------------------|---------|-------|----------------------------|
| <b>NotoP Noto<sup>mC</sup>+/<sup>T<sup>Ve</sup></sup>+/<sup>Foxa2<sup>mT</sup></sup>+ E8.5 9-11S</b>      | 5       | 250   | 3343606                    |
| <b>MP <sup>T<sup>Ve</sup></sup>_high/Noto<sup>mC</sup>-/<sup>Foxa2<sup>mT</sup></sup>- 9-11S</b>          | 5       | 24    | 1198064                    |
| <b>NotoP Noto<sup>mC</sup>+/<sup>T<sup>Ve</sup></sup>+/<sup>Foxa2<sup>mT</sup></sup>_high E9.5 24-28S</b> | 5       | 250   | 4788324                    |
| <b>MP <sup>T<sup>Ve</sup></sup>_high/Noto<sup>mC</sup>-/<sup>Foxa2<sup>mT</sup></sup>- 24-28S</b>         | 5       | 250   | 6246472                    |
| <b>Noto<sup>mC</sup>+/<sup>T<sup>Ve</sup></sup>+/<sup>Foxa2<sup>mT</sup></sup>_high 4-11S</b>             | 8       | 73    | 1664032                    |
| <b>Noto<sup>mC</sup>+/<sup>T<sup>Ve</sup></sup>+/<sup>Foxa2<sup>mT</sup></sup>_high 24-32 S</b>           | 5       | 90    | 1581548                    |

How the deposited data were processed for this re-analysis (not part of the article)

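Of the 21 samples of the series, 11 were analysed here, namely 9 RNA-seq libraries (NotoP, MP and trunk notochord cells at E8.5 and E9.5, and NMP diff, NotoP diff and MP diff cells) and 2 ChIP-seq libraries of NotoP diff-enriched cultures, for T and for Foxa2. The other 10, for ATAC-seq and histone marks, were not used here. Every condition has 1 library. No test across replicates was therefore made, no SD or p-value is given, and differences describe these libraries.

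For RNA-seq, the authors trimmed reads, aligned them to mm10 with TopHat2 and RefSeq gene models on the sequenced strand, removed duplicates by unique molecular identifiers with NuDup, and deposited the FPKM values of 23983 genes that Cufflinks estimated with bias and multi-read correction. All 9 columns of that table were used, and 0 were left out. For ChIP-seq, the authors aligned read pairs with bowtie, removed duplicate fragments and called peaks with MACS on each library at a q-value cutoff of 0.1. The deposited peak lists give for each peak a fold enrichment at the summit, −log10 of p and of q, a score, and the offset of the summit from the peak start. The score of the deposited lists equals the integer part of 10 times −log10 q for 6873 of 6875 T peaks and 22677 of 22684 Foxa2 peaks; only the fold enrichment, −log10 q and the offset were used. Their smallest −log10 q is 1.01 for T and 1.03 for Foxa2. Gene positions and sequences come from the GRCm38 reference (mm10) and its GENCODE annotation, and coordinates count from 1.

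The embryonic libraries hold between 1198064 and 6246472 de-duplicated mapped reads according to Table S9. FPKM values keep no counts, so no counting interval can be given for a gene, and the smallest library, E8.5 MP, has the most genes listed at 0. Changes were computed as log2 ratios after adding 1 to each FPKM value, and the same rule of at least 3-fold at both stages in the same direction gave the NotoP-specific and MP-specific genes. This pseudocount was picked by comparing 200 settings (5 pseudocounts, 10 FPKM minimums and 4 ways of applying them) with the labels of the part of Table S1 that was readable. On simulated FPKM values with 200 of 23983 genes changed 6-fold between NotoP and MP at E8.5 and E9.5, this rule recovered 198 (99%) and called 0 others. All simulated libraries were drawn around the E9.5 MP values with little noise. Only genes of at least 10 FPKM were changed, and no expressed gene was lost to 0. The simulation checks the calculation and does not measure the error of the rule in these libraries.

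Genes named in the text are those the paper names as markers, the 5 with the largest smaller-of-both-stages change in each direction, and 5 genes of Table S4 with the largest opposite change at E9.5; any other gene named was chosen after its values were seen. A list's median change was compared with 10000 random lists matched on mean expression in 50 groups (5 groups within Table S4). Counts at both stages were compared with 1000 shuffles of the E9.5 changes among genes of like mean expression, and peak sharing with 1000 circular shifts. Intervals of percentages are Wilson intervals at 95% and cover counting error only, and the interval of a correlation or of a difference of medians comes from 1000 resamples of genes; the interval of a difference of percentages combines their Wilson intervals. Marker lists of 8 genes each for blood, somite, neural tube and gut were written down before their ratios between trunk notochord and NotoP were computed, although FPKM values of *Sox2*, *Sox17* and *Foxc2* had been seen. Sites for T and forkhead factors were exact sequences of 8 or 6 bp and of 7 bp, searched on both strands within 50 bp of a summit and of positions 10000 bp away.

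Alternatives written down before the data were examined numbered 111, and 5 were added later. They changed the pseudocount, the FPKM minimum, the fold, the stages and libraries used, the scaling of libraries, the q cutoff, the overlap that counts as shared and the widening of *T* locus elements. The rule for intervals around genes was set later and has no alternative. Table S4 and Table S2 are complete and were used for set comparisons, while Tables S1 and S3 were readable in part and were used only for single entries and, for Table S1, for the choice of the pseudocount. The intervals of *TE6* and *TE8* were not used here. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and samtools 1.23.1, and plots matplotlib 3.10.9.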

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

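Chosen after the results were seen were the test of genes missed in E8.5 MPs for the opposite genes and the tests of somite, neural tube, gut and blood as separate lists, with their conditions on single markers that rose 3-fold and on markers that NotoPs express; the limit of a 3-fold median at both stages for any list had been set before. The count of 58 opposite genes, but not its range under shuffling, was known when the shuffling was planned. The trunk notochord genes and single markers named were chosen after their values were seen.

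The contrast of NotoP against MP differed between the stages for 58 genes, which changed at least 3-fold in opposite directions at E8.5 and E9.5. With 1 library per stage and cell type this difference was not tested against replicates. Of these genes, 34 were higher in NotoPs at E8.5 and 24 lower. After shuffling the E9.5 ratios among genes of like mean expression, 77 to 142 genes (median 112) were opposite, so 58 is fewer than unrelated changes at the 2 stages would give. By contrast, the 314 genes higher in NotoPs and the 57 higher in MPs at both stages exceeded their shuffled ranges of 105 to 171 and 9 to 39. Chance pairing of unrelated changes may thus account for the whole group. Genes missed in the E8.5 MP library were tested only for the genes higher in NotoPs at E8.5, because the 24 others were selected as higher in E8.5 MPs and are above 0 there by that selection. Of the 34 genes higher in NotoPs at E8.5, 26 (76.5%; 95% Wilson interval 60.0 to 87.6) are listed at 0 in E8.5 MPs. For these 34, genes missed in E8.5 MPs cannot be told apart from other sources, because the interval just includes the 60.1% found among all genes 3-fold higher in NotoPs at E8.5, and because genes at 0 in MPs pass that limit more easily. Weak expression is common among the 58 genes, of which 26 reach 5 FPKM and 3 reach 20 FPKM in the higher library at both stages. A true switch between the stages stays open and untested.

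The paper plots the trunk notochord libraries for selected markers (Fig. S2B). These libraries gave 135 genes at least 3-fold higher than in both NotoPs and MPs at both stages, and 70 genes lower than in both. The largest changes were those of *Lepr*, *Spp1*, *Snord8*, *Col11a2* and *Car3*. *Lepr* had 46.0 and 116 FPKM in trunk notochord at E8.5 and E9.5 and at most 0.341 in NotoPs, and *Spp1* 44.9 and 46.9 FPKM against at most 0.664. Only 3 of the 135 genes are NotoP-specific, while 20 are in the Peck set, 10 in the Tamplin set and 7 in the Wymeersch set. After shuffling, 43 to 85 genes met the rule, which argues against chance pairing of unrelated changes as the whole cause of 135. Using 1 stage alone gave 755 genes at E8.5 and 732 at E9.5.

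Cells of other tissues sorted with the trunk notochord were examined through marker lists. For blood, the smaller of the median log2 ratios of trunk notochord over NotoP at the 2 stages was 0, and all globin genes of the list are at 0 in the embryonic libraries, although each is above 0 in a cultured library; *Alas2*, the highest, had 2.27 and 1.23 FPKM in trunk notochord and is listed at 0 in NotoPs. It is the 1 blood marker that passed the 3-fold limit at E8.5, and 0 passed it at E9.5; none of the 8 genes reaches 5 FPKM in NotoPs. The globin genes at 0 argue against cells of blood, although *Alas2* goes the other way. For neural tube it was 0.052; 3 of 8 markers were 3-fold higher at E8.5 and 0 at E9.5. *Nkx6-1*, the highest at E8.5, had 14.7 FPKM in trunk notochord at E8.5 and 1.32 at E9.5. *Sox2*, the highest at E9.5 and the 1 marker that NotoPs express at 5 FPKM or more, had 14.3 and 14.5 beside 17.3 and 10.5 in NotoPs. This argues against cells of neural tube as a source at both stages, while a share of them at E8.5 alone is not excluded. For gut, the smaller median was 0 over the 7 of 8 markers found, and 1 marker was 3-fold higher at each stage. *Krt8*, the highest, had 641 and 423 FPKM in trunk notochord beside 250 and 109 in NotoPs, and *Cdx2* was lower in trunk notochord (9.23 and 2.22 FPKM beside 126 and 107). Cells of gut cannot be told apart from a change in the notochord itself, because 5 of the 7 genes are expressed in NotoPs at 5 FPKM or more and 3 are in Table S4. Without this condition on markers that NotoPs express, at most 1 marker 3-fold higher at each stage would have argued against gut, as it did for neural tube at E9.5, so the reading of gut rests on a condition added after its values were seen. For somite, the medians were 0.82 and 0.57, and 2 of 8 markers were 3-fold higher at each stage. These were *Tcf15* and *Pax3* at E8.5 and *Pax1* and *Twist1* at E9.5. *Twist1*, the highest at E9.5, had 21.9 FPKM there and is listed at 0 in E9.5 NotoPs. *Meox1*, the highest at E8.5, had 25.9 and 14.0 FPKM beside 14.9 and 16.0 in NotoPs. It is the 1 marker that NotoPs express at 5 FPKM or more. Cells of somite cannot be told apart from notochord cells as a source of part of these genes, because different markers rose at each stage. None of the 4 lists reached a 3-fold median at both stages, the limit set first, and none of the marker genes is among the 135. The position along the axis and the maturity of the trunk notochord are candidate biological sources that the design names and that stay untested.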

How the results depend on the processing

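No paired analysis was possible because each condition has 1 library. Alternatives, 5 of them added later, gave 114 values for 17 comparisons, of which 68 were the same as reported (a count within 1.5 times, a percentage or correlation within its interval), 46 moved and 0 reversed. Added later were the rule of 3-fold in either direction with at least 4-fold higher in NotoP at 1 stage, and the restriction of the shared peaks to chromosomes 1 to 19 and X. Except where the construction of an alternative is named, the cause was not tested.

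The 314 NotoP-specific and 57 MP-specific genes became 954 and 194 with a pseudocount of 0.1, 1048 and 239 with 0.01, 808 and 225 at 2-fold, 157 and 22 at 4-fold, 2117 and 963 with E8.5 only, and 630 and 266 with E9.5 only. A smaller pseudocount or fold, or 1 stage, passes more genes by construction. MP-specific genes were 36 with at least 5 FPKM and 132 with E9.5 MP as the comparator at both stages, and the 4-fold rule added later left 110 genes outside the NotoP list, of which 57 were higher in MPs at both stages. The NotoP share of both lists was 84.6%, and 68.7% with E8.5 only, 70.3% with E9.5 only, 71.1% with E9.5 MP as the comparator and 74.4% under the added rule. Of the 314 genes, 245 remained with E9.5 MP as the comparator. Rescaling gave 317 and 55 genes and shifted the median log2 ratio of all genes by at most 0.02. Of the Table S4 genes, 285 passed the rule, and 157 at 4-fold.

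The share of NotoP-specific genes higher in NotoP diff (89.8%) was 81.1% with a pseudocount of 0.1, 80.2% with 0.01, 93.0% with at least 5 FPKM, 70.8% with E8.5 only, 83.5% with E9.5 only, 52.9% for 2-fold in culture and 79.0% against NMP diff. For MP-specific genes lower in NotoP diff (68.4%), it was 28.1% for 2-fold in culture and 54.4% against NMP diff. Correlation between embryo and culture (0.452) was 0.414 without a filter, 0.506 with a mean of at least 5 FPKM, 0.430 with a pseudocount of 0.1, 0.325 with E8.5 only, 0.357 without the listed genes and 0.294 against NMP diff. Overlaps with the published sets (59, 31 and 30) rose with the length of the list, to 101, 54 and 78 with E8.5 only, and for the Peck set to 49 with a pseudocount of 0.1 and 47 with E9.5 only.

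T peaks shared with Foxa2 (20.2%) and Foxa2 peaks shared with T (6.14%) fell to 17.4% and 5.26% when 50% of each peak had to overlap, a stricter rule by construction, and to 14.5% and 4.38% for summits within 100 bp; equal numbers of the strongest peaks gave 9.73% and 9.72%. Numbers of *T* locus elements with a peak stayed within 1.5 times under all alternatives. Numbers of peaks did so under the q cutoffs, the single kind of alternative tried for them. A fold enrichment of at least 10, which was not among the alternatives, left 1838 T and 5398 Foxa2 peaks. Trunk notochord genes (135) were 380 with a pseudocount of 0.1, 755 with E8.5 only, 732 with E9.5 only and 395 at 2-fold. Among log2 ratios of single genes, 192 values were recomputed, 30 were the same, 162 moved and 0 changed sign. The limit for the same was narrow here. With rescaling, 70 of 96 values count as moved, although the largest change was 0.04. With a pseudocount of 0.1, 92 of 96 moved, and the largest change was 3.31. Depth limits values near 0, above all in E8.5 MPs, and a peak under the authors' cutoff cannot be seen.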

Differences from the paper's values

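The paper's number of MP-specific genes is 109, and 57 were found here with 3-fold in the same direction at both stages and a pseudocount of 1. Of the alternatives set before the data were examined, E9.5 MP as the comparator at both stages gave 132 and 3-fold in either direction with the direction of the mean log2 ratio gave 84, both within 1.5 times of the paper's value. None of the others closed the gap: they gave 194 (pseudocount 0.1), 239 (pseudocount 0.01), 36 (at least 5 FPKM), 55 (rescaled), 225 (2-fold), 22 (4-fold), 963 (E8.5 only) and 266 (E9.5 only). A further rule asked for 3-fold in either direction at both stages and counted at least 4-fold higher in NotoP at 1 stage as NotoP. It gave 319 NotoP-specific genes, all of them in Table S4, and left 110 others. Of these others, 57 were higher in MPs at both stages, 29 higher in NotoPs at both stages and 24 changed in opposite directions. This rule was chosen after seeing the values, by looking at which genes of Table S4 had not been found. Its match is therefore no evidence of the method used.

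Table S4 lists 34 genes as NotoP-specific that here were at least 3-fold lower in NotoPs than in MPs at 1 of the 2 stages. *Gzmk*, which overlaps *Esm1*, had 16.7 FPKM in NotoPs at E8.5 and 16.2 FPKM in MPs at E9.5 and is listed at 0 in the other cell type each time, and *Fgf3* had a log2 ratio of −2.79 at E9.5. The paper's Table S1 labels *Adm2* as an MP gene, and here it had 2.53 and 2.30 FPKM in NotoPs and is listed at 0 in MPs. The added rule with 4-fold at 1 stage, which was fitted to Table S4, leaves *Adm2* among its 110 others. At *TE3* the paper describes T peaks between Foxa2 peaks; the deposited T list has no peak there, and the nearest is 6098 bp away. At *TNE2* the paper describes neighbouring accessible sites bound by T and Foxa2, without stating that any single site binds both. The T and Foxa2 peaks of the lists lie 1102 bp apart, which does not conflict with that wording. The paper also proposes that T and Foxa2 bind cooperatively at *TNE2*. Peaks that do not overlap, each from 1 library of bulk cultures, neither show nor exclude such cooperation.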

Other observations

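Chosen after the results were seen were the test of selection without regard to direction, the random draws behind the comparisons of published sets and enhancers, the 6 bp T site, the interval on the share that followed in culture, the rule added for 4-fold changes, the fold enrichment limits, the comparison of the numbers of peaks with a forkhead and with a T site, and that of shared T peaks with control positions and with Foxa2 peaks not shared. Also singled out after its values were seen was the Foxa2 peak downstream of *T*. Each pattern was found and tested on the same libraries, so the explanations are hypotheses.

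Of the 319 genes of Table S4, 285 passed the rule here. All 34 others were changed at least 3-fold in the other direction at 1 stage, 24 of them lower in NotoPs at E9.5 and 10 lower at E8.5, and 20 are listed at 0 in E8.5 MPs. This is what a selection on 3-fold changes at both stages without regard to direction would leave, and a value without a 3-fold change at some stage would have spoken against it. It stays a hypothesis about how such genes entered the list, since the rule was fitted to the list. The 34 genes differ from the rest of the list. At least 1 published notochord set holds 1 of the 34 (2.94%) and 87 of the 285 (30.5%), a difference of 27.6 percentage points that 0.06% of 10000 draws matched on mean expression reached; this argues against their being members of the notochord set like the others. An enhancer is listed for 9 of the 34 (26.5%; 95% Wilson interval 14.6 to 43.1) and 137 of the 285 (48.1%; 42.3 to 53.9), a difference of 21.6 points, and 2.2% of draws were as low. These draws were matched on mean expression but not on interval length. Placed Table S4 genes with an enhancer lie in longer intervals (median 463 kb) than those without (117 kb). An enhancer association unrelated to the change in expression therefore stays open. The *in vitro* log2 ratio of the 34 genes had a median of 0.02, with 17 higher and 16 lower in NotoP diff cells, compared with a median of 1.17 for the 285.

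More genes were NotoP-specific than MP-specific, by a factor of 5.51. Genes missed in the E8.5 MP library are not the whole cause, because the factor was still 2.46 with E9.5 MP as the comparator at both stages, and 2.37 with E9.5 only. Whether they are a part of it cannot be told from these factors. With E8.5 only, which uses that library, the factor was 2.20 and thus also below 5.51. Rules with 1 stage, or with 1 MP library shared by both contrasts, differ in form from the main rule. For the factor of 2.46, E8.5 NotoPs were also compared with a library of another stage. Of the NotoP-specific genes, 30 were lower in NotoP diff than in MP diff cells. Those listed at 0 in E8.5 MPs followed in 87.4% of 190 cases and the others in 93.5% of 124, a difference of 6.18 points with an interval from −0.832 to 12.5 points. A contribution of genes missed in E8.5 MPs cannot be told apart from none, since the interval includes both 0 and the limit of 10 points.

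Table S4 genes with an enhancer had a higher median *in vitro* log2 ratio (1.29, 146 genes) than those without (0.69, 173 genes). The difference of 0.593 lay outside the central 95% of 10000 random splits matched on mean expression (−0.32 to 0.46), which argues against a difference in mean expression as its cause. Without the 34 opposite genes it was 0.457 (splits −0.26 to 0.41). The embryonic ratio itself differed by 0.229, inside its range of −0.15 to 0.24. One hypothesis is that genes near sites bound in NotoP diff cells follow the embryonic change in these cultures more closely, consistent with the difference of 0.593. Genes with an enhancer lie in longer intervals, and interval length was not tested as a source.

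Foxa2 peaks outnumber T peaks by a factor of 3.30. At a q cutoff of 0.001 the factor was 3.15, but this cutoff leaves 6444 of the T and 20318 of the Foxa2 peaks and could hardly move it. With a fold enrichment of at least 5, 10, 15 and 20 it was 3.13, 2.94, 1.90 and 0.799. A lower threshold of enrichment in the Foxa2 list cannot be told apart from more binding, because fold enrichment depends on the depth and background of each library. A forkhead site lies within 50 bp of 4199 Foxa2 summits (18.5%), compared with 3.37% of positions 10000 bp away. Peaks without a forkhead site cannot be told apart from bound sites as a source of the excess, although these 4199 peaks are more than the 1610 T peaks with the 6 bp T site and the 204 with the 8 bp site. How many bound sites each exact sequence finds is not known, so these numbers cannot be scaled to all peaks. The depth of the libraries and the quality of the antibodies were not tested. *Foxa2* was induced by Dox from a transgene in these cultures, and its effect on the number of Foxa2 peaks was not tested either. The excess of Foxa2 peaks therefore cannot be carried over to embryonic NotoPs. Of T peaks shared with Foxa2, 2.66% (95% Wilson interval 1.94 to 3.64) have the 8 bp T site, compared with 3.05% (2.62 to 3.53) of the others, with 0.289% and 0.474% of their control positions and with 0.395% of Foxa2 peaks not shared. With the 6 bp site the shares were 19.0% (upper end 21.1) of shared and 24.5% (lower end 23.4) of other T peaks, 6.29% and 6.19% at control positions, and 12.2% of Foxa2 peaks not shared. Shared T peaks thus hold either site more often than control positions and Foxa2 peaks not shared, beyond the intervals, which argues against open chromatin without a T site of its own as the source of all of them. At a part of the shared peaks it cannot be told apart from T binding, as the 6 bp site is rarer there than at other T peaks while the 8 bp site shows no difference beyond its interval. A forkhead site lies within 50 bp of 18.9% of shared and 9.10% of other T summits.

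In the embryonic libraries, *Tbx6* had 44.0 FPKM in NotoPs and 39.3 in MPs at E8.5, and 27.8 and 67.2 at E9.5. *Sox2* is listed at 0 in E8.5 MPs and had a log2 ratio of NotoP over MP of 1.40 at E9.5. *Sox17* and *Nodal* had *in vitro* log2 ratios of 2.45 and 3.27, with 7.46 and 24.5 FPKM in NotoP diff cells, but at most 3.58 and 8.56 FPKM in embryonic NotoPs. The strongest Foxa2 peak in the interval around *T* lies 213063 bp downstream of its start site (chromosome 17, 8647250 to 8647866, fold enrichment 19.3) and is not shared with T. Of the NotoP-specific genes, 132 were also 3-fold higher in trunk notochord than in MPs at both stages.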
